# Overexpression of OsHMGB707, a High Mobility Group Protein, Enhances Rice Drought Tolerance by Promoting Stress-Related Gene Expression

**DOI:** 10.3389/fpls.2021.711271

**Published:** 2021-08-05

**Authors:** Kai Xu, Shoujun Chen, Tianfei Li, Shunwu Yu, Hui Zhao, Hongyan Liu, Lijun Luo

**Keywords:** gene expression regulation, high mobility group protein, rice, OsHMGB707, drought tolerance

## Abstract

Drought stress adversely affects crop growth and productivity worldwide. In response, plants have evolved several strategies in which numerous genes are induced to counter stress. High mobility group (HMG) proteins are the second most abundant family of chromosomal proteins. They play a crucial role in gene transcriptional regulation by modulating the chromatin/DNA structure. In this study, we isolated a novel HMG gene, *OsHMGB707*, one of the candidate genes localized in the quantitative trait loci (QTL) interval of rice drought tolerance, and examined its function on rice stress tolerance. The expression of *OsHMGB707* was up-regulated by dehydration and high salt treatment. Its overexpression significantly enhanced drought tolerance in transgenic rice plants, whereas its knockdown through RNA interference (RNAi) did not affect the drought tolerance of the transgenic rice plants. Notably, OsHMGB707-GFP is localized in the cell nucleus, and OsHMGB707 is protein-bound to the synthetic four-way junction DNA. Several genes were up-regulated in OsHMGB707-overexpression (OE) rice lines compared to the wild-type rice varieties. Some of the genes encode stress-related proteins (e.g., DREB transcription factors, heat shock protein 20, and heat shock protein DnaJ). In summary, *OsHMGB707* encodes a stress-responsive high mobility group protein and regulates rice drought tolerance by promoting the expression of stress-related genes.

## Introduction

Drought and water defects are key abiotic stresses that adversely affect agricultural production (Torres and Henry, 2007). Rice is one of the most important crops globally in terms of production and consumption, alongside wheat and maize. However, rice production requires more water input than most major crops like wheat and maize (Luo, 2010). Elucidating the molecular mechanism underlying the drought tolerance in rice and deploying water-saving and drought-resistant rice varieties are effective methods for reducing crop production loss brought by frequent water shortages and drought stress.

To enhance efficient water absorption and withstand drought stress, plants have adopted various strategies like osmotic adjustment, accumulating antioxidants, inducing stomatal closure (to reduce water loss), and developing a deep root system (Dorothea and Ramanjulu, 2005; Muhammad et al., 2009). Plants sense and respond to drought stress rapidly by transducing signals to cells, which activate the expression of several genes to resist stress (Hirayama and Shinozaki, 2010). Transcription control is one of the most important steps during plant drought stress response.

Chromatin/DNA structure rearrangement and transcription initiation are vital steps of gene expression regulation (Agresti and Bianchi, 2003). High mobility group proteins (HMG) play a key role in regulating these steps. They are abundant proteins associated with chromatin (Grosschedl et al., 1994). Studies have shown that mammalian HMG proteins play an essential role in regulating gene transcription through bending, modifying, or changing the chromatin DNA structure. This benefits numerous protein components, which assemble the protein complex for transcription (Pil et al., 1993; Grosschedl et al., 1994; Lehming et al., 1994). In eukaryotes, there are three main HMG protein subfamilies, including HMGA, HMGB, and HMGN (Bianchi and Agresti, 2005). HMGB proteins were the first to be studied. They are highly mobile and abundant in the cell nucleus. Recent studies demonstrate that HMGB1 associates with various molecules, including DNA, RNA, proteins, and lipopolysaccharides, to mediate various processes in DNA metabolism and innate immunity (Mandke and Vasquez, 2019). Additionally, HMGB1 potentially contributes to all the stages of tumorigenesis (Rapoport et al., 2020).

In higher plants, several HMG genes have been isolated (mainly from Arabidopsis and maize), and their protein functions were identified (Grasser et al., 2007). Studies have shown that HMG proteins play crucial roles in plant development and abiotic stress responses (Pedersen and Grasser, 2010). For example, the overexpression of the HMGB gene *ZmHMGB1* in maize inhibited root growth (Lichota et al., 2004). AtHMGB15 promoted pollen tube development in Arabidopsis (Xia et al., 2014) and regulated the expression of stress response genes under cold stress (Mallik et al., 2020). HMGB3 also participates in the activation of plant innate immunity (Choi et al., 2016). Besides, other HMGB genes (i.e., *HMGB1*, *HMGB2*, and *HMGB5*) play distinctive roles in cellular salt or dehydration tolerance (Kwak et al., 2007; Lildballe et al., 2008). In rice, there are 11 HMG genes, including six HMGB genes. Among them, only two genes (*HMGB1* and *HMGB2*) have been cloned and characterized (Grasser et al., 2007). However, the function of rice HMGB genes in stress tolerance remains unclear.

Many drought-tolerant quantitative trait loci (QTLs) have been mapped (Zeng et al., 2006), but only a few candidate genes associated with drought QTLs have been characterized. In our lab, rice drought tolerance QTLs intervals were mapped, and through bioinformatics analysis, some candidate genes were discovered (Zou et al., 2005; Zeng et al., 2007). In this study, we isolated a novel HMGB gene (*OsHMGB707*) localized in the rice drought QTL interval region and investigated its function in drought response. Its overexpression promoted the expression of numerous stress-related genes like *OsDREB1G* and significantly improved drought tolerance in rice. To the best of our knowledge, this is the first study to explore the role of rice HMGB protein in drought tolerance. This study provides novel insights into the molecular mechanism of drought stress responses in rice.

## Materials and Methods

### Gene Isolation

In our previous study, bioinformatics and expression pattern analysis identified several candidate genes in the QTL interval of rice drought tolerance of chromosome 4 (Zou et al., 2005; Zeng et al., 2007). One of these candidate genes, *OsHMGB707* was amplified from the cDNA of the IRAT109 rice cultivar, and its PCR product cloned into the pMD18T vector and then sequenced. The resulting DNA sequence was translated into the amino acids sequence, and a multiple sequence alignment of HMG proteins from Arabidopsis and rice was performed using Clustal X. The phylogenetic tree was constructed using the neighbor method (MEGA5.0 software) (Tamura et al., 2011).

### Gene Expression Pattern Analysis

To analyze the expression pattern of *OsHMGB707*, seedlings of the rice cultivar Nipponbare (*Oryza sativa L.* ssp *japonica*) at the four-leaf stage were subjected to various treatments, including dehydration (water withholding), salt (150 mM NaCl), oxidative stress (1% H_2_O_2_), cold (4°C), and heat (42°C). Also, plant hormones like 0.1 mM abscisic acid (ABA), and jasmonic acid (JA) were separately sprayed on the seedlings. The roots were also submerged into the solution and then sampled at designated times.

Total RNA was extracted using TRNzol reagent (TIANGEN, DP424, China), and cDNA synthesized using PrimerScript reverse transcriptase (TaKaRa, RR036A, Japan). Quantitative PCR (qPCR) was performed in a 96-well plate with a Bio-Rad CFX96 Real-Time PCR Detection System (Bio-Rad, United States) using the SYBR premix Ex Taq (TaKaRa, RR820A, Japan) according to the manufacturer’s instructions. The reaction conditions were as follows: 95°C for 60 s, followed by 40 cycles at 94°C for 15 s and 62°C for 60 s. The rice actin gene *OsACT2* (*Os11g0163100*) was used as the reference gene to normalize the target gene expression, calculated using the relative quantification method (2^–ΔΔ*CT*^).

### Vector Construction, Rice Transformation, and Molecular Characterization of Transgenic Rice Plants

Full-length cDNA of *OsHMGB707* was digested with *Xba*I and *Bst*EII enzymes and then ligated into the plant expression vector pCAMBIA1323 digested using the same enzymes. Notably, *OsHMGB707* was driven by the cauliflower mosaic virus (CaMV) 35S promoter. For the RNAi vector construction, two copies of the 300 bp segment of *OsHMGB707* were inserted into the pTCK303 vector. Both the above recombinant constructs were introduced into the japonica rice Zhonghua11 (ZH11) via *Agrobacterium*-mediated transformation as described previously (Lin and Zhang, 2005). The transformed rice plants were selected on the Murashige and Skoog (MS) medium containing 50 mg/L hygromycin (Murashige and Skoog, 1962).

Subsequently, the transgenic rice plants were characterized using PCR to confirm whether *OsHMGB707* was successfully integrated into their genome. To evaluate the *OsHMGB707* expression in *OsHMGB707*-overexpressing rice plants and RNAi plants, Real Time-qPCR was performed, and its expression in transgenic rice lines calculated as described in section “Gene expression pattern analysis.”

### Stress Treatment and Physiological Index Determination

The seeds of T3 positive overexpression (OE) and RNAi lines were germinated on MS medium supplemented with 50 mg/L hygromycin for different stress treatments. Similarly, the wild-type (WT) seeds were also cultured in the MS medium without hygromycin. The most evenly germinating seeds were sown in a 96-well plate from which the bottom had been removed for osmotic stress treatment. The seedlings were grown in liquid culture solution in a growth chamber with a 16 h light (28°C)/8 h dark (24°C) photoperiod/temperature rotation. Consequently, 21 days old seedlings were transferred into liquid culture solution supplemented with 18 or 20% (m/V) polyethyleneglycol (PEG) 6000 to prompt osmotic stress for 2–3 days. After the WT plants were wilted, they were transferred into normal culture solution for 14 days, and the number of surviving plants was recorded to calculate the survival rate.

Drought tolerance testing was performed for 30 days in a greenhouse. The experiment was initiated at the panicle development stage after the water supply was stopped. After severe wilting of WT plants, all the plants were re-watered until harvest, and their agronomic traits and yield traits were measured.

Subsequently, the leaves from the plants treated with PEG were sampled for physiological analysis. The total malondialdehyde (MDA) and soluble sugar contents were measured using a commercial kit from the Nanjing Jiancheng Bioengineering Institute (Jiancheng, A003-3-1 and A145-1-1, China). For water loss rate measurements, leaves were detached from rice plants at the vegetable stage and weighed every hour.

### Sub-Cellular Localization

To examine the subcellular localization of the OsHMGB707 protein, the full-length of *OsHMGB707* was cloned into the plant expression vector pCAMBIA1300EGFP after being digested with *Xba*I and *Bam*HI, fusing OsHMGB707 to GFP. The GFP fusion vector was transformed into *A. tumefaciens* strain EHA105. The transformed *Agrobacterium* was infiltrated into the leaves of *Nicotiana benthamiana* plants as previously described (Liu et al., 2010). These agroinfiltrated plants were left to grow for 48 h. Propidium iodide (PI) was infiltrated into these leaves 3 h before observation, and the GFP and PI fluorescence was examined under a laser confocal microscope (Olympus, FV3000, Japan).

### Protein Expression and Purification

For OsHMGB707 protein expression, *OsHMGB707* was cloned into the GST expression vector pGEX-6P-1, and the GST fusion expression constructs were introduced into *E. coli BL21*. The expression of the fusion protein was induced by adding 1 mM IPTG and incubated at 18°C overnight. The solubility of the expressed protein was checked using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE). We induced GST-OsHMGB707 in 100 mL LB medium to purify the fusion protein, and then bacteria were broken up using a supersonic broker (Scientz, JY92-2D, China). Lastly, the supernatant was added into Profinity GST chromatograph column (Bio-Rad, 7324624, United States) in the Profinia protein purification system (Bio-Rad, United States), and the purified protein was checked through SDS-PAGE.

### Electrophoretic Mobility Shift Assays (EMSA)

The four-way junction DNA was formed through annealing the four poly nucleic acids and then purified using PAGE as described before (Wu et al., 2003). The promoter segments (∼200 bp) were amplified using biotin-labeled primers. To analyze the OsHMGB707 DNA binding ability, EMSA assay (Hellman and Fried, 2007) was performed using a LightShift Chemiluminescent EMSA kit (Thermo Fisher Scientific, 20148, United States) following the manufacturer’s instructions. The OsHMGB707 protein and biotin-labeled DNA were added to the reaction buffer at room temperature then incubated for 20 min to assess the DNA binding reaction. After this reaction, all samples were loaded into the PAGE gel system and transferred to a Hybond-N^+^ nylon membrane (Amersham, United States). The membrane was then washed and the biotin-labeled DNA was detected by Chemiluminescence. The membrane was exposed to an X-ray film or a ChemiDoc XRS + imaging system (Bio-Rad, United States).

### Micro-Array Analysis

Twenty-one day-old seedlings of WT, *OsHMGB707*-OE, and *OsHMGB707*-RNAi rice plants were harvested for subsequent microarray analysis. Total RNA was extracted from three biological replicates (20 seedlings per replicate) using TRizol reagent. The experimental procedure followed the standard protocol of the Affymetrix GeneChip service (Gene biotech). The differentially expressed genes (DEGs) between the transgenic rice plants and WT plants samples were identified. The fold change was greater than 2 (up-regulated) or less than 0.5 (down-regulated) using the analysis software. The expression of selected DEGs was confirmed using quantitative PCR. DEGs in OsHMGB707 transgenic plants whose expression was affected by drought stress were selected based on the gene expression profile of WT plants under drought stress detected previously (The data is available in NCBI Gene Expression Omnibus repository under accession number GSE64576). A part of genes whose expression changes are opposite in RNAi plants compared with OE plants and under drought stress were chosen and the heatmap of the selected DEGs was produced using Clustvis 2.0^1^ (Metsalu and Vilo, 2015).

### Biochemical Assays in Yeast

For *trans*-activation activity assay in yeast, the CDS of OsHMGB707 was cloned into the pGBKT7 vector and were introduced into yeast strain Y2H Gold according to the manufacturer’s instruction (Clontech, 630489, United States). The *trans*-activation activity was tested through spotting the yeast on SD/Trp- His- plates containing 30 mM 3-AT and incubating at 30°C for 2 days.

For yeast one-hybrid assays, we used the Matchmaker one-hybrid system following the manual instruction (Clontech, PT1031-1, United States). We isolated four target gene promoter segments (∼200 bp) of OsHMGB707, cloned them into the yeast vector pHIS2.1 to be the reporter constructs. The CDS of OsHMGB707 was fused to the GAL4 activation domain in pGADT7-Rec2 and transformed them into the yeast Y187 strain with reporter constructs. Finally, the binding activities were tested through spotting the yeast on the SD/Leu-Trp- His- plates containing 30 mM 3-AT and incubating at 30°C for 2 days.

## Results

### Isolation and Sequence Analysis of *OsHMGB707*

In our previous study, one QTL interval in chromosome 4 that harbors a cluster conferring drought tolerance and yield traits was mapped and selected for further evaluation in the present study. Among the genes located in this QTL interval include several drought-induced genes, which were selected as candidate genes. One of these candidate genes, *OsHMGB707*, encodes an HMG protein. Its expression in parent IRAT109 is higher than Zhenshan97B (Supplementary Figure 1). This gene was cloned from the upland rice IRAT109. Of note, the coding sequence of OsHMGB707 in IRAT109 is similar to that of Nipponbare rice. The amino acid alignment showed that OsHMGB707 has high homology to AtHMGB1-5. Similar to the Arabidopsis HMGB proteins, OsHMGB707 has one conserved HMG domain (Figure 1A) and a variable C-terminal. Phylogenetic analysis showed that OsHMGB707 belongs to the HMGB subfamily, near AtHMGB1-5 (Figure 1B).

**FIGURE 1:**
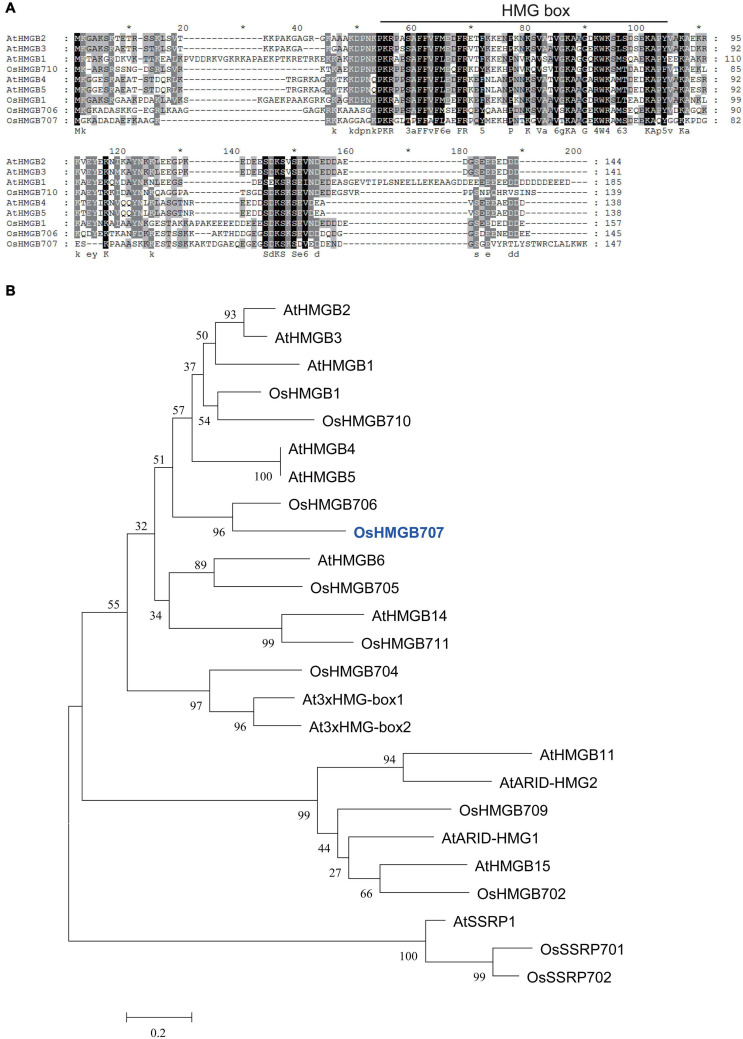
Sequence alignment and homological analysis of OsHMGB707 and other HMG proteins from Arabidopsis and rice. **(A)** Protein sequence alignment of several Arabidopsis and rice HMGB subfamily proteins. The HMG domain is indicated by lines. **(B)** Phylogenetic tree of Arabidopsis and rice HMG proteins. The tree was constructed using MEGA5.0.

### Expression Pattern of *OsHMGB707*

Real-time qPCR was performed to determine the expression pattern of *OsHMGB707* under stresses and phytohormone treatments. Dehydration and salt stress treatments significantly upregulated the expression of *OsHMGB707* (Figure 2). In contrast, cold stress downregulated *OsHMGB707* expression. The expression of *OsHMGB707* reduced under ABA and JA treatments. These results suggest that *OsHMGB707* may participate in abiotic stress responses. The results of *OsHMGB707* expression in various rice tissues show that it is expressed in leaves, shoots, panicles, roots, and other tissues (Figure 2), indicating that *OsHMGB707* expression is not tissue-specific.

**FIGURE 2:**
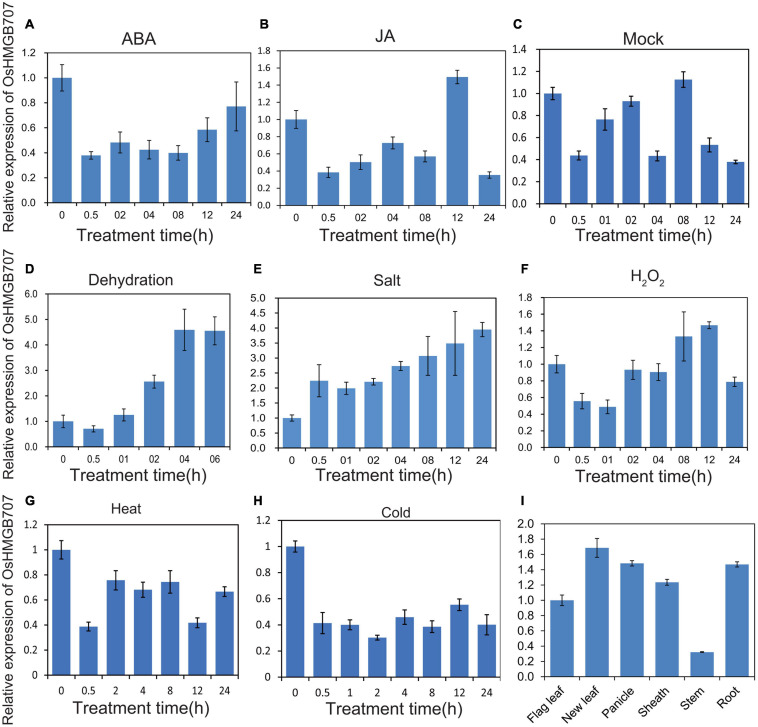
Expression pattern of *OsHMGB707*. **(A–C)** Relative expression of *OsHMGB707* under different hormone treatments (ABA, JA, Mock). **(D–H)** Relative expression of *OsHMGB707* under different stress treatments (Dehydration, high salt, H_2_O_2_, heat, and cold). Rice seedlings at the four-leaf stage were treated with 0.1 mM ABA, 0.1 mM JA, 0.1 mM GA, dehydration, salt (150 mM NaCl), oxidative stress (1% H_2_O_2_), cold (4°C), and heat (42°C). **(I)** Relative expression of *OsHMGB707* in rice tissues. The expression levels of *OsHMGB707* were analyzed using qPCR. Error bars indicate the standard error (SE) of three biological replicates.

### Overexpression of *OsHMGB707* Enhances Osmotic Tolerance in Transgenic Rice Plants

For overexpression, *OsHMGB707* was driven by the CaMV35S promoter (Supplementary Figure 2A). Real-time qPCR analysis showed that several transgenic lines displayed higher expression of *OsHMGB707* than the WT plants (Supplementary Figure 2B).

To investigate whether *OsHMGB707* participates in rice drought tolerance, the *OsHMGB707* OE lines were treated with PEG to simulate osmotic stress. Before treatment, there was no obvious phenotypic difference between the transgenic seedlings and the WT (Figure 3A). However, the leaves of WT plants wilted rapidly 1 day post-treatment with 20%PEG (Figure 3B) and rolled adversely 2 days post-treatment with 20% PEG. After recovery treatment for 14 days, most WT plants did not survive. In contrast, *OsHMGB707* overexpression lines wilted slightly under PEG treatment and soon recovered after they were transferred to normal culture solution (Figure 3A). The survival rates of *OsHMGB707* OE rice plants (80–86%) were significantly higher than WT plants (23%) (Figure 3C).

**FIGURE 3:**
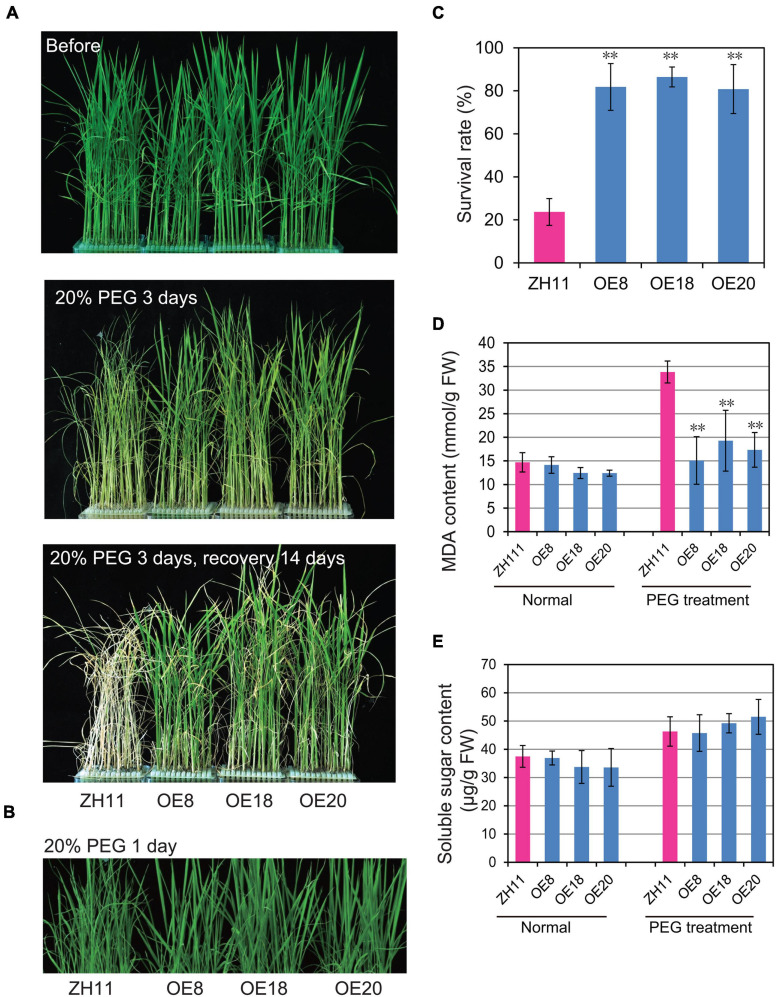
Overexpression of *OsHMGB707* improves the tolerance of transgenic rice plants to osmotic stress. **(A)** Osmotic stress treatments of *OsHMGB707*-overexpression (OE) lines and WT rice plants. Plants were treated with 20% (m/V) PEG6000 for 3 days and recovered for 14 days. **(B)** *OsHMGB707* OE plants displayed less leaf rolling when treated with 20% (m/V) PEG6000 for 1 days. **(C)** Survival rates of transgenic and WT rice plants after osmotic stress. All data were collected in three biological replicates (*n* = 48 each). Malondialdehyde (MDA) content **(D)** and soluble sugar content **(E)** *of OsHMGB707* OE lines and WT rice plants. All data were collected with three biological replicates (*n* = 10 each). Error bars indicate the standard error (SE) of three biological replicates. **p < 0.01, Student’s *t*-test.

Several drought-related physiological traits of the transgenic plants were examined under drought stress. Although the soluble sugar contents of the transgenic rice leaves were similar to the WT rice (Figure 3E), the MDA contents of transgenic lines were significantly lower than WT plants under PEG-simulate osmotic stress (Figure 3D).

### Silencing of *OsHMGB707* Does Not Significantly Affect Osmotic Stress Tolerance of Transgenic Rice Plants

Herein, we generated *OsHMGB707* RNAi lines to further assess the drought tolerance function of *OsHMGB707*. One segment of *OsHMGB707* was cloned into vector pTCK303 under the control of the ubiquitin promoter (Supplementary Figure 3A). Real-time qPCR analysis showed that *OsHMGB707* expression in several RNAi transgenic rice plants (e.g., RNAi-11and RNAi-17) was significantly lower than the WT plants (Supplementary Figure 3B).

The *OsHMGB707* RNAi plants were further treated with PEG-simulated osmotic stress. There was no obvious phenotypic difference between the RNAi and WT rice plants before treatment. Indeed, the leaves of RNAi rice plants rolled in a pattern similar to the WT plants under PEG-simulated osmotic stress treatment for 1 day (Figure 4A). Besides, there was no significant difference between the survival rates of *OsHMGB707* RNAi plants and the WT after stress treatment (Figure 4B). Consistently, there was no significant difference in the MDA and soluble sugar contents between the *OsHMGB707* RNAi and WT plants under stress treatment (Figures 4C,D). These results indicate *OsHMGB707* knockdown does not significantly affect the osmotic tolerance of transgenic rice plants.

**FIGURE 4:**
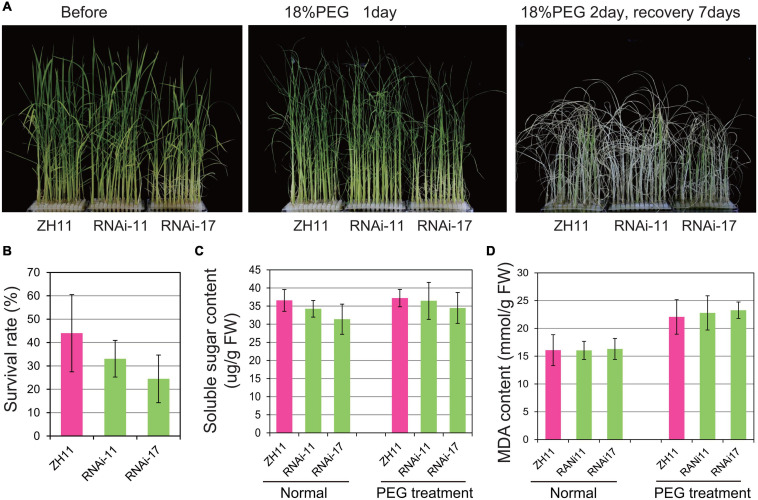
Knockdown expression of *OsHMGB707* does not significantly affect the osmotic stress tolerance of transgenic rice plants. **(A)** Osmotic stress treatments of *OsHMGB707* knockdown lines and WT plants. Plants were treated with 18% (m/V) PEG6000 for 2 days and recovered for 7 days. **(B)** The survival rates of transgenic lines and WT plants after osmotic stress. All data were collected in three biological replicates (*n* = 48 each). **(C)** Soluble sugar content and **(D)** Malondialdehyde (MDA) content of *OsHMGB707*-RNAi lines and WT rice plants. All data were collected in three biological replicates (*n* = 10 each). Error bars indicate the standard error (SE) of three biological replicates.

### Drought Tolerance of *OsHMGB707* Transgenic Rice Plants Under Field Conditions

To further investigate the drought tolerance of transgenic rice plants under field conditions, the *OsHMGB707* OE, RNAi, and WT rice plants were planted in the field and subjected to drought treatment at the young panicle differentiation stage. Under drought treatment, the *OsHMGB707* OE rice plants exhibited excellent growth with fewer leaves rolled than in WT and RNAi lines. Meanwhile, the leaves of RNAi lines rolled like those of the WT (Figure 5A). Under normal conditions, there was no significant difference in the biomass and yield between the *OsHMGB707* OE lines and the WT plants. However, under drought stress, the biomass, panicle length, 100-seed weight, and yield per plant were significantly higher in *OsHMGB707* OE rice plants (line OE8 or OE18) than in WT plants. There was no significant difference in the agronomic traits between *OsHMGB707* RNAi and WT rice plants, except that the yield per plant of RNAi-11 lines was lower than WT plants (Figures 5B–E). The field test was repeated and OE plants under drought stress exhibited similar higher biomass and yield compared to WT plants (Supplementary Figure 4). These results further demonstrate that *OsHMGB707* facilitates rice drought tolerance and can therefore be exploited in breeding drought-resistant rice varieties.

**FIGURE 5:**
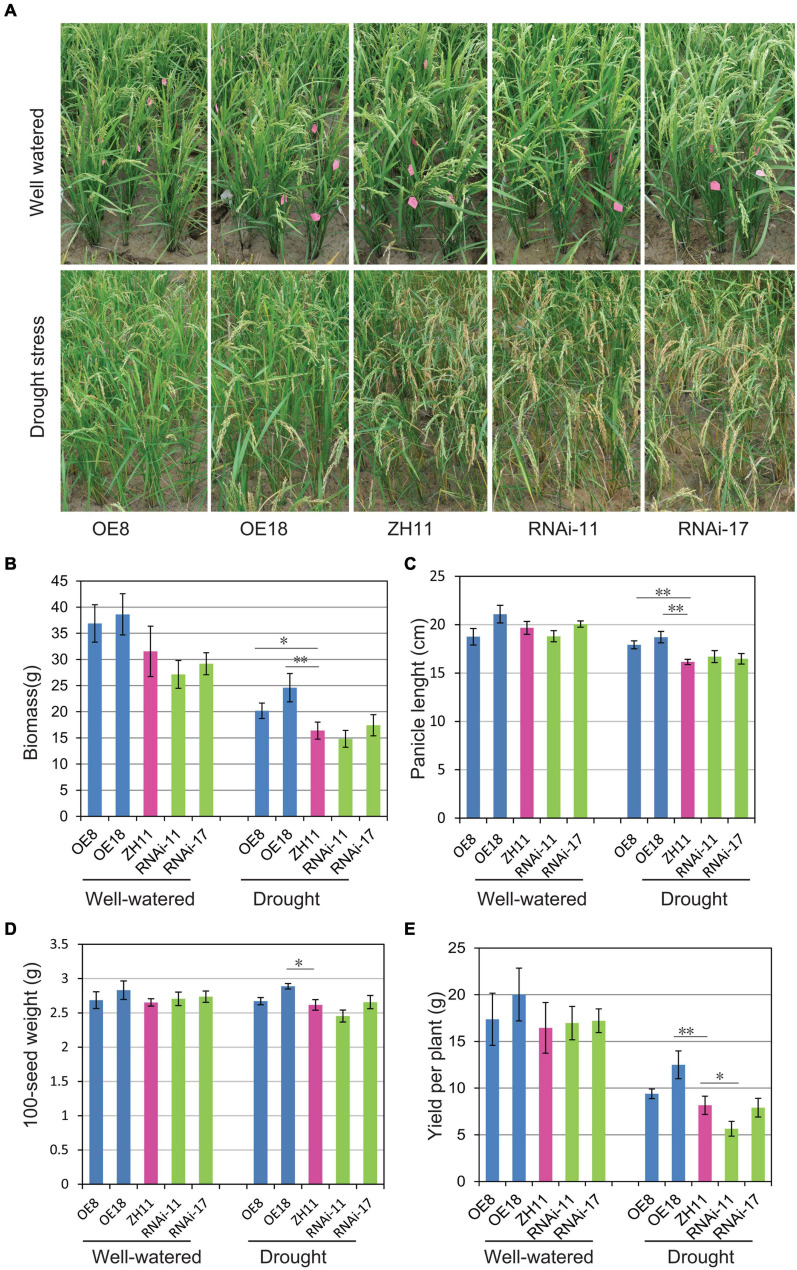
Drought tolerance assessment of *OsHMGB707* transgenic lines and WT rice plants under field conditions. **(A)** The performance of *OsHMGB707*-overexpression (OE) lines (OE8 and OE18), *OsHMGB707*-RNAi lines (RNAi-11 and RNAi-17), and WT rice plants (ZH11) before and after drought stress in the field. The rice plants were cultivated in the greenhouse, and irrigation was stopped before the heading stage. The water was re-supplied after 30-day drought treatment. **(B)** Biomass, **(C)** panicle length, **(D)** 100-seed weight, **(E)** yield per plant in transgenic lines and WT rice plants. Data represents means ± standard error (SE) (*n* = 8–10), *p < 0.05, **p < 0.01, Student’s *t*-test.

This study explored several drought tolerance-related traits to further understand the mechanism for the enhanced drought tolerance in *OsHMGB707* OE rice plants. The WT tended to show higher water loss rate of the detached leaves compared to the *OsHMGB707* OE lines, but the difference was not statistically significant (Supplementary Figure 5A). The root lengths of *OsHMGB707* OE transgenic rice plants and WT plants were similar under normal and drought stress conditions (Supplementary Figure 5B).

### Sub-Cellular Localization, *Trans*-Activation, and DNA Binding Ability of OsHMGB707

To investigate the subcellular localization of OsHMGB707, an OsHMGB707-GFP fusion protein was constructed and introduced to tobacco leaves. The fluorescence signals of OsHMGB707-GFP were detected in the cell nucleus of tobacco epidermal cells, merged with PI, which is a kind of nuclear stain (Figure 6A). Generally, HMG proteins have no classic transcription factor for trans-activation activities. This study also investigated the *trans*-activation activity of OsHMGB707 in yeast to verify the similar attribute of OsHMGB707. The results showed that OsHMGB707 is a cell nuclear protein with no trans-activation activity (Figure 6B).

**FIGURE 6:**
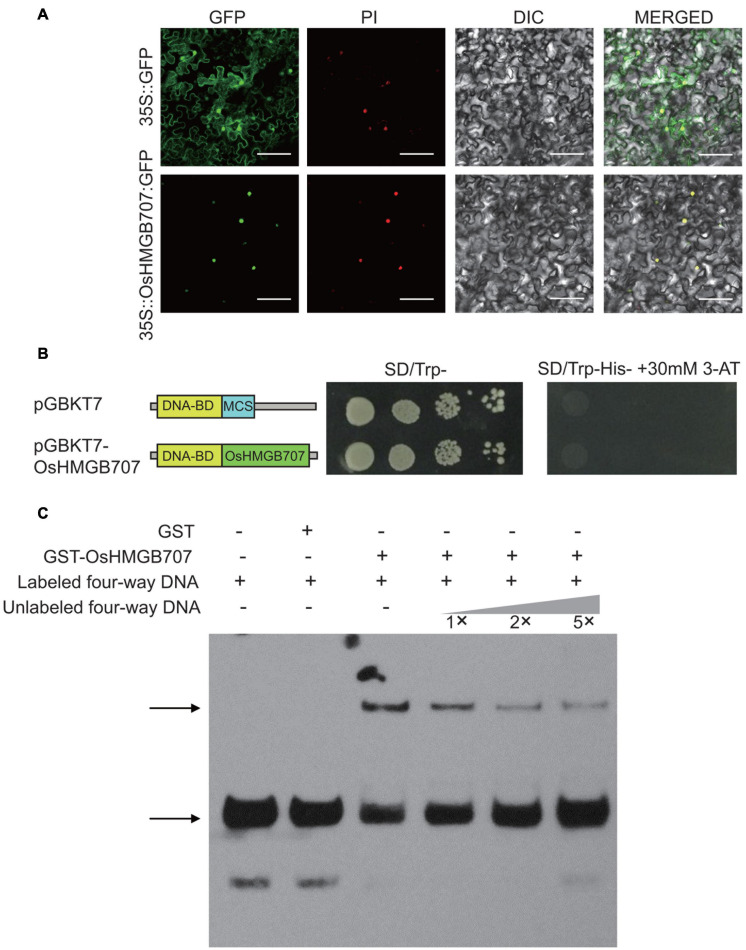
Sub-cellular localization, *trans*-activation, and DNA binding test of OsHMGB707. **(A)** OsHMGB707-GFP fusion proteins were expressed in tobacco leaf epidermal cells, and GFP fluorescence was detected using a confocal microscope. PI, Propidium Iodide; DIC, Differential Interference Contrast; MERGE, overlay of GFP, PI, and DIC images. Scale bar, 50 μm; **(B)** GAL4 BD-OsHMGB707 protein was expressed in Y2H Gold yeast cells, and the transcription activity was detected by growing on SD medium. **(C)** OsHMGB707 protein can bind to the synthetic four-way junction DNA *in vitro*, as indicated by EMSA assay. The GST-OsHMGB707 protein and biotin-labeled synthetic four-way junction DNA were reacted *in vitro* and detected through the biotin reaction. The upper arrow shows the protein-DNA binding complex, while the lower arrow indicates the free four-way junction DNA.

High mobility group proteins are commonly associated with chromatins/DNA and mainly function to bind various DNA structures, including four-way junction DNA, and to aid the assembly of the transcription protein complex. To determine whether OsHMGB707 can bind DNA, the GST-OsHMGB707 was expressed in *E. coli* and purified (Supplementary Figure 6). The four-way junction DNA was produced via annealing and recycling. The EMSA assay showed that OsHMGB707 binds to the synthetic four-way junction DNA and competes with the unlabeled DNA (Figure 6C).

### Gene Expression Profiles of *OsHMGB707* OE and RNAi Transgenic Rice Plants

Microarray analysis was conducted to determine the effect of OsHMGB707 on the gene expression profiles of transgenic rice plants. A total of 107 genes were up-regulated while 88 genes were down-regulated in *OsHMGB707* OE plants, compared with the WT plants (Supplementary Table 1). Meanwhile, 39 genes were down-regulated, and 110 genes were up-regulated in RNAi plants, relative to the WT plants (Supplementary Table 2). Only one overlapped gene, *OsDREB1G*, was found between the up-regulated genes in *OsHMGB707* OE plants and down-regulated genes in RNAi plants, suggesting that *OsDREB1G* might be the target gene of OsHMGB707.

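The drought profile used here came from leaves of the rice cultivar Zhonghua 11, the WT of the transgenic plants, on Affymetrix rice GeneChips. Seedlings were 21 days old, and each array held RNA pooled from 20 seedlings, labelled as a biological replicate. There were 2 arrays of WT leaves taken under normal conditions before the treatment and 2 arrays of WT leaves taken after seedlings had lain on filter paper until WT leaves began to roll. The same series held 2 normal and 2 drought arrays of an OsGRAS23 overexpression line, which entered the same fit and shared the estimate of the spread. The authors' values were log2 RMA expression per probe set, made in Partek 6.5 according to the submitters' processing notes. Array medians lay between 4.80 and 4.90, and 47.9% of the tested probe sets had a mean log2 value above 5. Replicates correlated across probe sets at 0.987 for the WT normal pair and 0.988 for the WT drought pair. Between WT normal and WT drought arrays the correlation was 0.947 to 0.968, and probe sets are not independent replicates. From these values, limma was fitted to all 8 arrays over the 57194 probe sets that are not array controls, with Benjamini-Hochberg adjustment. A probe set was called when its adjusted p was under 0.05 and its change at least 2-fold, the paper's fold threshold. With 2 arrays against 2, the smallest two-sided p of an exact permutation test is 0.333. The number of arrays limits the precision, and every call rests on the spread shared across groups and probe sets. Gene names came from the platform table and the RefSeq table, which gave 1 gene for 22436 probe sets, several genes for 95 and none for 34850. Other names, and some members of the gene lists below, came from the loci and descriptions printed in Tables S1 and S2. The gene lists need not cover whole families.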

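In WT leaves, several genes of heat stress factors, small heat shock proteins and ABA signalling were higher after the drought treatment. DREB1A, DREB1B and several aquaporin and histone genes were lower. No array held watered seedlings handled in the same way, so drought was not told apart from handling or elapsed time. The heat stress factor gene HSF11 rose from a log2 value of 4.74 ± 0.20 (SD, n = 2 arrays) to 11.19 ± 0.57 (SD, n = 2). This is a log2 change of 6.45 (standard error 0.48, limma adjusted p = 0.000436). DREB1B, a factor that binds the dehydration-responsive element, fell from 11.70 ± 0.54 (SD, n = 2) to 7.23 ± 0.03 (SD, n = 2), a log2 change of -4.47 (standard error 0.28, limma adjusted p = 0.0003).
Of 20 genes of heat stress transcription factors, 8 were higher, 1 was lower and 11 did not pass the test (8 higher and 1 lower when adjusted over the list alone). HSF25 rose by 4.31 on the log2 scale. Without probe sets that can match several transcripts, the 8 higher genes became 5. The probe set given for HSF11 is one of these, and its other probe sets were called at 4.95, on one outside that class, and 2.83. Of 34 genes of heat shock proteins and chaperones, 12 were higher and none was lower (13 higher when adjusted over the list alone). Among them were HSP18.1 at 5.56, HSP17.4 at 5.42 and the disaggregase gene CLPB1 at 4.92. Both lists were shifted up in camera with a preset correlation of 0.01 (adjusted p = 5.86e-05 and 0.000603), and for both the adjusted p = 0.418 with an estimated correlation. Of 23 genes of ABA biosynthesis and signalling, 8 were higher and 2 were lower (8 and 2 when adjusted over the list alone). The protein phosphatase genes PP2C68 and PP2C09, of the clade that restrains ABA signalling, rose by 4.24 and 3.19, and the factor gene BZIP23 by 2.29. ABA8OX1, an ABA catabolic hydroxylase gene, had a change of -1.99. Of 7 genes of LEA proteins and dehydrins, which protect dehydrated cells, 3 were higher and none was lower (4 higher when adjusted over the list alone). Dhn1 rose by 1.78 and RAB16B by 3.70. The ABA list (adjusted p = 0.0214) and the LEA list (adjusted p = 0.00249) were shifted up in camera, and for both the adjusted p = 0.418 with an estimated correlation. The preset call of the ABA list was lost without WT normal replicate 1 (adjusted p = 0.110) and without probe sets that can match several transcripts (0.126). That of the LEA list was lost with the median over the probe sets of a gene (0.0685). Of 37 genes of jasmonate synthesis and the TIFY family, 13 were higher and 1 was lower (15 and 1 when adjusted over the list alone). JAZ5, a repressor of jasmonate signalling, rose by 2.76. This list was shifted up as well (camera adjusted p = 8.51e-05), with an adjusted p = 0.418 with an estimated correlation.
Of 25 aquaporin genes, 3 were lower and none was higher (4 lower when adjusted over the list alone), with PIP1;3 at -1.87 and Lsi6, a silicon transporter, at -1.23. Of 22 genes of histones and cell division, 7 were lower and none was higher (7 lower when adjusted over the list alone), with H2B.10 at -1.69. None of 23 genes of cytosolic ribosomal proteins was called by limma (none when adjusted over the list alone, 11 at an unadjusted p under 0.05), with a median log2 change of -0.34. These lists were shifted down in camera (adjusted p = 0.00104 for aquaporins, 5.86e-05 for histones and 3.14e-05 for ribosomal proteins), and for all of them the adjusted p = 0.418 with an estimated correlation. Without probe sets that can match several transcripts, 1 aquaporin gene was lower and 1 higher, and the preset call of the list was lost (adjusted p = 0.0545). Of 13 genes of DREB and other AP2/ERF factors, 1 was higher and 4 were lower (1 and 4 when adjusted over the list alone), with DREB1A at -4.12. The list as a whole was not called (camera adjusted p = 0.131), and its median was 0.02, or -0.06 after median centring. The largest changes among genes with a symbol were those of HOX24, a homeobox gene, at 6.57 and of the nitrate reductase gene NIA1 at -5.34.
Over all probe sets, 1239 were higher and 3153 were lower, so that 28.2% of the calls were higher. After quantile normalization of the arrays 41.0% were higher (1652 higher and 2379 lower), and after median centring 21.2% (1032 higher and 3844 lower). Without WT normal replicate 2, 691 were higher and 1239 lower, and 48 list genes were called in place of 92. Without WT normal replicate 1, 2323 were higher and 4900 lower, and without WT drought replicate 2, 1991 were lower and 61 list genes were called. With WT normal replicate 2, WT drought replicate 1 or WT drought replicate 2 left out, the 7 lower histone genes became 0, 3 and 1. The 2 lower ABA genes became 1 without WT drought replicate 2, and the 1 lower jasmonate gene became 2 without either WT normal array. The 13 higher jasmonate genes became 5 without WT normal replicate 2 and 8 without WT drought replicate 1, and the 3 higher LEA genes became 1 in both. The 3 lower aquaporin genes became 1 without WT normal replicate 2 or WT drought replicate 2 and 5 without WT normal replicate 1, WT drought replicate 1 or either OsGRAS23 normal array. The 1 higher DREB gene became 0 without WT normal replicate 2 or either drought array, and the 1 lower heat stress factor became 0 without any array but WT normal replicate 2 and the OsGRAS23 drought arrays. In place of none, 1 heat shock protein gene was lower without WT drought replicate 1 or after median centring, and 1 ribosomal protein gene without WT normal replicate 1. After quantile normalization 1 ABA gene and 0 heat stress factors were lower. In a fit of the WT arrays alone 5 aquaporin genes and 0 heat stress factors were lower and 0 DREB genes higher. After median centring 5 aquaporin genes were lower, and with the median over the probe sets of a gene 0 DREB genes were higher. PIP1;3 and H2B.10 each lost the call without WT normal replicate 2 (adjusted p = 0.109 and 0.0511) and without WT drought replicate 2 (adjusted p = 0.101 and 0.0584), all from limma. RAB16B lost it without WT normal replicate 2 (limma adjusted p = 0.0693) and without WT drought replicate 1 (0.0750).

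**Figure D1:**
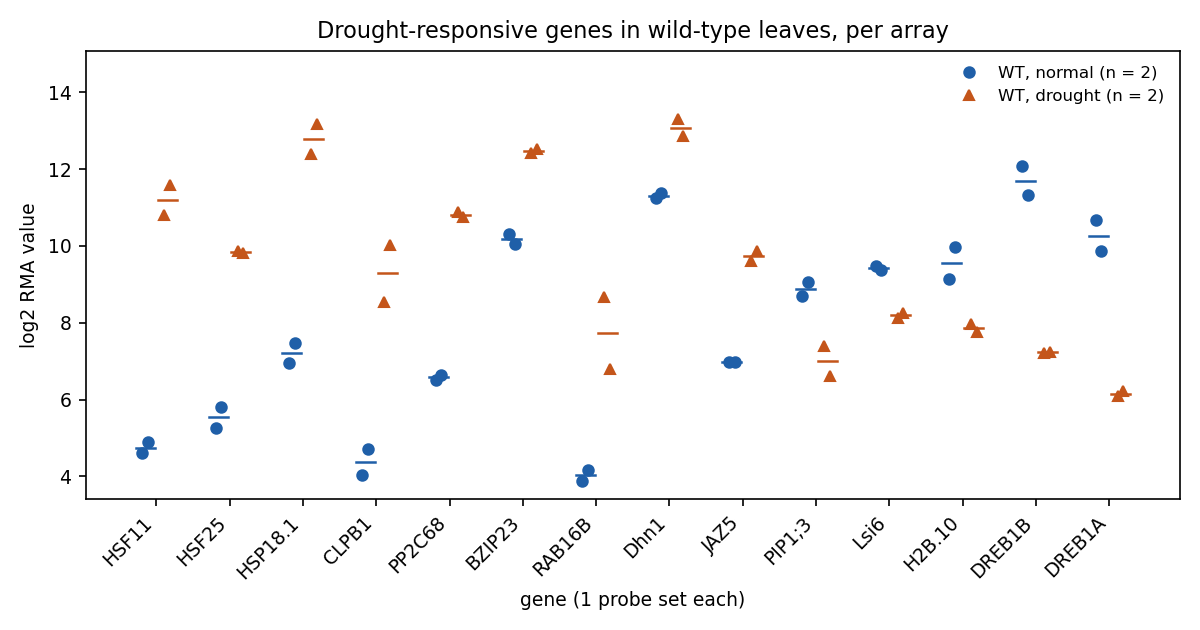
Log2 RMA values (vertical axis) of 1 probe set for each named gene (horizontal axis) on the 2 WT normal arrays (circles) and the 2 WT drought arrays (triangles), with a line at each mean. HSF11 moves from a mean of 4.74 to 11.19 and DREB1B from 11.70 to 7.23, and the genes shown were taken from those called.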

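Of the 107 probe sets raised in OsHMGB707-OE plants in Table S1, 3 rose in drought-treated WT leaves and 10 fell. The risers belonged to a terpene synthase gene (LOC_Os04g27790), a nodulin gene (LOC_Os04g34490) and a GLTP domain gene (LOC_Os03g50280), with log2 changes of 1.34, 1.16 and 1.11 (standard errors 0.15, 0.16 and 0.16, limma adjusted p = 0.00171, 0.00299 and 0.00364). The largest falls were those of a lipoxygenase gene (LOC_Os02g10120) at -2.20 (standard error 0.34, limma adjusted p = 0.00499) and a beta-amylase gene (LOC_Os07g35940) at -2.10 (standard error 0.28, limma adjusted p = 0.00296). A cytochrome P450 gene (Os07g0142100), a copine gene (LOC_Os01g73000) and a rhodanese-like gene (LOC_Os02g01220) also fell, at -1.47, -1.42 and -1.35.
Of the 88 probe sets lowered in OE plants, 8 rose and 8 fell under drought. LOC_Os07g34280, a carboxylesterase gene, rose by 3.89 (standard error 0.44, limma adjusted p = 0.00172), and LIS, annotated as a terpene synthase, by 3.13. A terpene synthase gene (LOC_Os04g27430) and a chalcone synthase gene (LOC_Os11g35930) changed by -1.97 and -1.77.
Random lists of the same size, matched on the mean WT value, held 2.02 risers on average for the raised probe sets (p = 0.661, permutation of 10000 lists, two-sided) and 4.98 fallers (p = 0.0458, adjusted p = 0.0916 over the 8 such counts). For the lowered probe sets they held 2.07 risers (permutation p = 0.003, adjusted p = 0.008) and 6.47 fallers (permutation p = 0.636). The random lists were not matched on variability and took no account of correlation, while the probe sets of Table S1 had been selected for a change. In all, 11 of the 195 probe sets were called under drought in the direction they had in OE plants and 18 in the opposite direction. By camera neither list was called (adjusted p = 0.119 for the raised and 0.0556 for the lowered probe sets, and for both 0.334 with an estimated correlation). With the preset correlation, both were shifted down without WT normal replicate 1 (adjusted p = 0.0363 and 0.0276), and the lowered ones without WT drought replicate 1 (0.0361) and with the median over the probe sets of a gene (0.0231). With an estimated correlation none of these calls held, and the lowest adjusted p over the lists of Tables S1 and S2 was 0.106, 0.135 and 0.0623 in these settings. At 2-fold alone, without a test per probe set, 6 of the raised probe sets were higher under drought and 12 lower. Random lists held 2.23 and 5.32 at that threshold (permutation p = 0.0478 and 0.0118, not adjusted). The 10 fallers became 4 without WT normal replicate 2, 5 without WT drought replicate 1 and 6 without WT drought replicate 2, and the 8 risers among the lowered probe sets became 1, 3 and 5 (permutation p = 1, 0.306 and 0.0322). Without WT normal replicate 1 these 8 stood against 4.07 in random lists (permutation p = 0.0968), and 17 probe sets were called in their OE direction and 18 opposite to it. The excess of opposite calls was gone without WT normal replicate 2 or WT drought replicate 1 and remained without WT drought replicate 2. Each of these fits left a lone array in 1 group and made fewer calls in all. They therefore cannot show whether single arrays carry the excess. LOC_Os03g50280 was just under 2-fold without WT normal replicate 1 (0.99). Os07g0142100 and LOC_Os04g27430 lost the call without WT normal replicate 2 (limma adjusted p = 0.0897 and 0.121) and without WT drought replicate 1 (0.0743 and 0.118), and LOC_Os04g27430 also without WT drought replicate 2 (0.0681). LIS lost it without WT normal replicate 2 (limma adjusted p = 0.0660) and without WT drought replicate 2 (0.0564), and LOC_Os11g35930 without WT drought replicate 1 (0.0682). The paper sets the OE changes beside this drought profile in Fig. 7A and states that part of the genes raised in OE plants were also induced by drought. That figure shows genes chosen from the changed ones, which the paper's text does not list. The counts here cover all probe sets of Table S1 and not that selection. Under drought the OsGRAS23 line had 3 higher and 1 lower call among the raised probe sets, and 3 and 0 among the lowered ones. Over all probe sets it had 914 higher and 478 lower calls, against 1239 and 3153 in WT.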

Some of the up-regulated DEGs in OE plants were also drought-induced, compared with the micro-array data of zhonghua11 under drought treatment (Figure 7A). Besides, some of these up-regulated genes encode stress-related transcription factors and heat shock proteins. For instance, *LOC _Os02g45450 (OsDREB1G)* and *LOC_Os06g03670* (*OsDREB1C*) encode dehydration-responsive element-binding protein (DREB), *LOC_Os02g43840* encodes an ethylene-responsive element-binding protein (ERF), *LOC_Os01g42190* encodes the heat shock protein DnaJ, and *LOC_Os01g04370* encodes the heat shock protein 20. Several down-regulated genes in *OsHMGB707*-RNAi plants encode peroxidases (Prx) (e.g., *LOC_Os07g48010*, *LOC_Os07g48020*, and *LOC_Os02g14430*). Thus, the expressions of these DEGs were detected to validate the microarray results. According to the results, most of the DEGs were significantly up-regulated in OsHMGB707-OE lines than in WT plants (Figure 7B). Moreover, the expression of several DEGs was lower in *OsHMGB707* RNAi lines than in the WT plants. These results suggest that OsHMGB707 potentially regulates the expression of stress-related genes.

**FIGURE 7:**
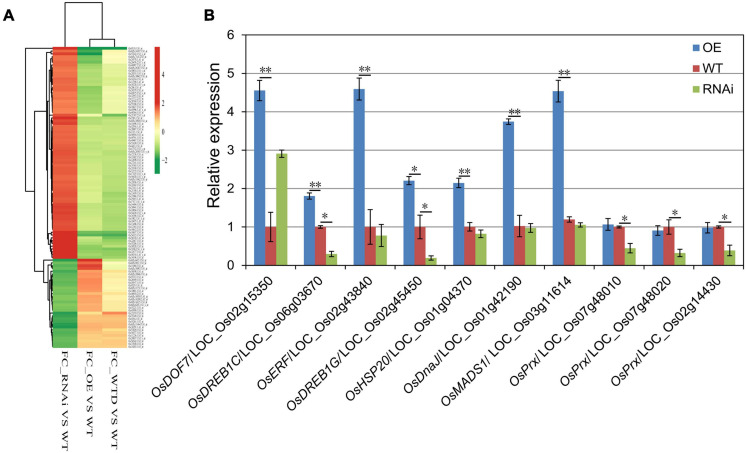
The gene expression profiles of *OsHMGB707* transgenic rice plants. **(A)** Cluster analysis of selected DEGs between transgenic lines and WT rice plants. FC, fold change; WTD, WT plants under drought stress; WT, WT plants under normal conditions. **(B)** qPCR analysis to validate the expression of some DEGs. Error bars indicate the standard error (SE) of three biological replicates, *p < 0.05, **p < 0.01, Student’s *t*-test.

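Of the 110 probe sets raised in OsHMGB707-RNAi plants in Table S2, 20 fell in WT leaves under drought and 4 rose. The largest falls were those of a gene annotated as an expressed protein (Os05g0217000) at -2.79 (standard error 0.36, limma adjusted p = 0.00252), a pollen Ole e I family gene (LOC_Os10g05950) at -2.60 and a class III peroxidase gene (LOC_Os05g41990) at -2.08 (standard errors 0.50 and 0.36, limma adjusted p = 0.0111 and 0.00736). An endo-beta-mannanase gene (LOC_Os01g47400) rose by 1.82.
Of the 39 probe sets lowered in RNAi plants, 9 fell and 2 rose under drought. LOC_Os06g38340, a receptor-like kinase gene, had the largest fall at -4.32 (standard error 0.38, limma adjusted p = 0.000726), followed by an AP2 domain gene (LOC_Os09g28440) at -2.96 and LOC_Os05g38680 at -2.87. In the OsGRAS23 line LOC_Os06g38340 lay at 4.16 under normal conditions, against 7.88 in WT, and its drought change was -0.37 (limma adjusted p = 0.707); the difference between the lines' changes did not pass the test (adjusted p = 0.444). The risers were a cation transporter gene (LOC_Os06g38120) at 1.70 and a cytochrome P450 gene (LOC_Os06g19070) at 1.06.
Together, 22 of the 149 probe sets were called under drought in the direction opposite to their RNAi change and 13 in the same direction. By sign alone, 83 of the 149 moved opposite to RNAi. Both lists leaned lower, with lower calls for 18.2% of the raised and 23.1% of the lowered probe sets. By sign, 74 of the 110 raised and 30 of the 39 lowered ones were lower. The surplus of opposite calls thus goes with the larger size of the raised list, and the RNAi direction did not set the drought direction apart. Of the raised probe sets, 29 were also raised in OE plants. In the OsGRAS23 line, 3 of the raised probe sets were called lower under drought and 1 higher, with the same counts for the lowered ones. That line had 478 lower calls over all probe sets, against 3153 in WT. For WT, random lists matched on the mean WT value held 6.05 fallers on average for the raised probe sets and 2.82 for the lowered ones. The two-sided permutation p was 0.0002, the smallest that 10000 lists can give, and 0.0018 (adjusted p = 0.0016 and 0.0072). These draws took no account of variability or of correlation between probe sets, while the probe sets of Table S2 had been selected for a change. The excess of fallers alone thus does not tie them to OsHMGB707. Both lists were shifted down in camera with a preset correlation (adjusted p = 0.00261 and 0.00103), with an adjusted p = 0.334 and 0.0509 with an estimated correlation (0.0452 for the lowered list with a trended and robust spread). The 20 fallers became 3 without WT normal replicate 2 (permutation p = 0.889), 9 without WT drought replicate 1 (p = 0.0616) and 4 without WT drought replicate 2 (p = 1), and the opposite calls became 3, 10 and 4, against 7, 6 and 9 in the RNAi direction, so that the balance turned in the first and last of these settings. The 9 fallers of the lowered list became 6, 6 and 8 (permutation p = 0.0012, 0.027 and 0.0012), and 5 among probe sets with a mean log2 value above 5 (permutation p = 0.264), where neither list was called by camera (adjusted p = 0.0560 and 0.755). LOC_Os10g05950, LOC_Os05g41990, LOC_Os01g47400 and LOC_Os06g38120 lost the call without WT normal replicate 2 (limma adjusted p = 0.0694, 0.0643, 0.0757 and 0.0628). Without WT drought replicate 1, LOC_Os10g05950 and LOC_Os01g47400 lost it (0.0753 and 0.100), and without WT drought replicate 2, LOC_Os06g38120 (0.0695). LOC_Os06g19070 lost it without WT normal replicate 2 or either drought array (limma adjusted p = 0.201, 0.159 and 0.0526) and, at 0.97, after median centring.

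**Figure D2:**
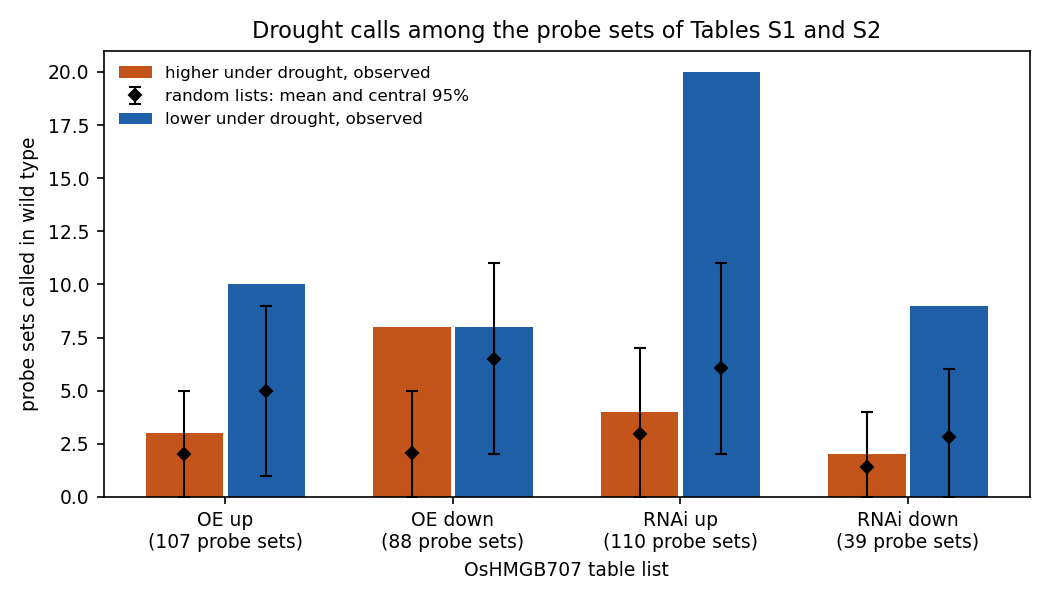
Number of probe sets called higher or lower in drought-treated WT leaves (vertical axis, bars) in the lists raised and lowered in OsHMGB707-OE and RNAi plants (horizontal axis). Diamonds and error bars show the mean and central range of 10000 random lists matched on the mean WT value only. The RNAi-raised list has 20 lower probe sets against a random mean of 6.05.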

Further, the upstream promoter segments of several DEGs were cloned to investigate whether OsHMGB707 can directly regulate the proposed target genes. Yeast one-hybrid assays were used to test whether OsHMGB707 could bind these promoters. We found that yeast co-transformed with OsHMGB707 and pHIS2.1-promoters (i.e., *LOC_Os01g42190*, *LOC_Os02g15350*, and *LOC_Os02g45450*) constructs grew better than yeast containing pGAD-T7 plus pHIS2.1-promoters on the SD selective medium without histidine (Figure 8A). EMSA assays further displayed that OsHMGB707 binds to these promoter segments *in vitro* (Figure 8B). These results demonstrated that OsHMGB707 might bind to the promoter of the potential target genes.

**FIGURE 8:**
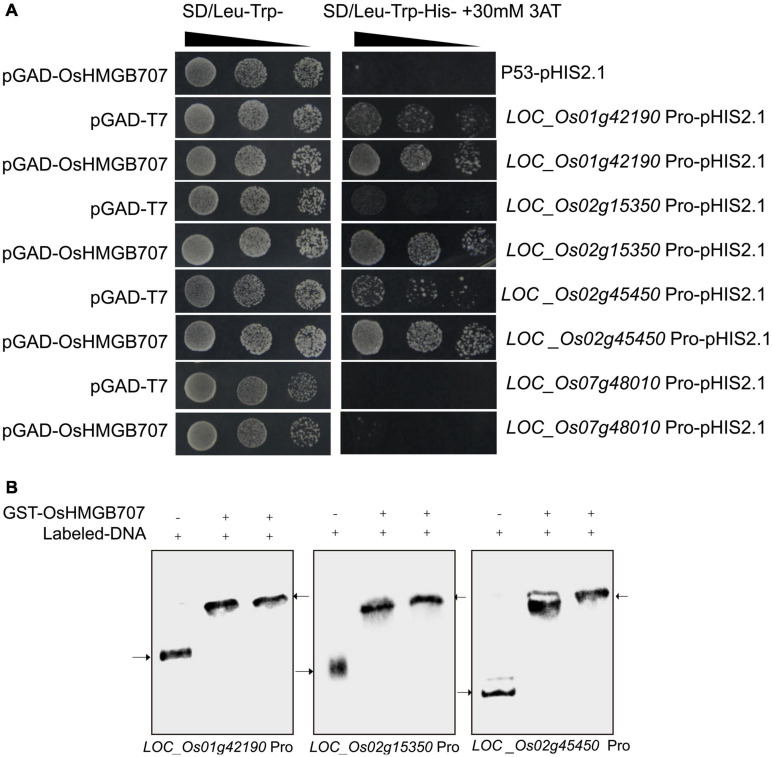
OsHMGB707 binds to the promoter region of target genes. **(A)** Yeast one-hybrid test. The upstream promoter regions were ligated into pHIS2.1 and transformed into yeast Y187 with pGAD-OsHMGB707. Pro, Promoter. pGAD-OsHMGB707 plus p53pHIS2.1 is negative control. **(B)** EMSA assay indicates that OsHMGB707 protein binds to the promoter DNA *in vitro*. The upper arrow shows the protein-DNA binding complex, while the lower arrow indicates the free double stranded DNA.

## Discussion

### OsHMGB707 Positively Regulates Rice Drought Tolerance

Plants respond to drought stress in various ways, including changes in gene expression (Hirayama and Shinozaki, 2010). The HMG protein is an abundant non-histone chromosomal protein that modulates chromatin/DNA configuration, regulates gene transcription, and participates in DNA damage repair and plant innate immunity (Agresti and Bianchi, 2003; Choi et al., 2016; Charbonnel et al., 2018). Several studies have shown that some HMG proteins modulate stress response in Arabidopsis (Kwak et al., 2007; Lildballe et al., 2008; Mallik et al., 2020). Here, *OsHMGB707*, a novel HMGB gene in rice, was isolated and characterized. Our results revealed that *OsHMGB707* is localized in the rice drought QTL interval region, and its expression is remarkably induced by drought stress (Figure 2). Furthermore, *OsHMGB707* overexpression in rice significantly enhanced drought tolerance in transgenic rice (Figures 3, 5). These results indicate that *OsHMGB707* encodes a stress-induced HMG protein and positively regulates drought tolerance in rice.

In Arabidopsis, altering the expression of different HMGB proteins led to distinct phenotypes for stress tolerance. *AtHMGB1* overexpression reduced salt tolerance, whereas its knockout did not affect the salt tolerance level (Lildballe et al., 2008). Although overexpression of *HMGB5* did not affect salt and osmotic stress tolerance, plants lacking *HMGB5* showed reduced germination rate on media containing salt (Kwak et al., 2007). In this study, overexpression of *OsHMGB707* significantly enhanced drought stress tolerance (Figures 3, 5). Notably, the effects of *OsHMGB707* differed from the function of *AtHMGB1* and *HMGB5*. On the other hand, *OsHMGB707* knockdown did not significantly affect the stress tolerance of transgenic rice plants (Figures 4, 5). This finding concurs with the results reported in Arabidopsis that knocking out the *HMGB1* gene does not affect plant stress tolerance. Of note, this study examined RNAi knockdown lines but not knockout lines. Therefore, the residual activity of *OsHMBG707* in RNAi plants might still function. Considering that the rice genome contains six *HMGB* genes (Grasser et al., 2007), it is also possible that the redundant HMGB members have a compensation effect. Therefore, the knockout of all the six HMGB genes using the CRISPR/Cas9 technique would be more effective in characterizing their functions in rice.

### OsHMGB707 Encodes a Nuclear DNA Binding Protein

High mobility group proteins are often associated with chromatin/DNA, and many HMG proteins have been shown to localize in the cell nucleus. However, a few others localize in the cell cytosol and are even secreted out of the cell (Grasser et al., 2006; Pedersen et al., 2010). The different subcellular localization suggests that HMG proteins have different cellular functions (Pedersen et al., 2010). In this study, the OsHMGB707 protein was localized in the cell nucleus (Figure 6A), just like most HMG proteins. *In vitro*, EMSA methods have also demonstrated that many HMG proteins can bind DNA (e.g., four-way junction DNA) (Ritt et al., 1998; Wu et al., 2003; Grasser et al., 2004). Here, we found that OsHMGB707 protein could bind the four-way junction DNA and double-stranded target DNA (Figures 6C, 8), indicating that OsHMGB707 can bind different types of DNA. The DNA binding of most HMGB proteins lacks sequence specificity, is always scanned and is temporary (Launholt et al., 2006). However, some HMGBs can recognize specific DNA sequences and selectively bind to targets. For example, in maize, HMGB1 can recognize CCAAT *cis*-elements (Grasser et al., 1994). AtHMGB11 preferably binds to AT-rich DNA and shows structural bias for supercoiled DNA (Roy et al., 2016). DNA binding and footprinting assays further identified A(A/C)–ATA—(A/T)(A/T) as AtHMGB15 binding motif (Mallik et al., 2020). Here, OsHMGB707 could bind several target DNA (Figure 8), and several of these target promoters contain CCAAT elements (data not shown). However, it remains unknown whether OsHMGB707 recognizes specific DNA sequences.

### OsHMGB707 Regulates the Expression of Stress-Related Genes

Previous studies have shown that HMG proteins can bend DNA to facilitate the function of transcription regulatory factors and specific gene expressions (Bustin and Reeves, 1996; Bianchi and Agresti, 2005). In this study, the expression of several genes was up-regulated in *OsHMGB707*-overexpressing rice plants, including *LOC_Os02g45450* (*OsDREB1G*), *LOC_Os06g03670* (*OsDREB1C*), *LOC_Os02g15350* (*OsDOF7*), *LOC_Os01g42190* (encodes heat shock protein DnaJ), *LOC_Os01g04370* (encodes heat shock protein), and LOC_Os08g14190 (encodes flavonol sulfotransferase) (Supplementary Table 1). Some of these DEGs were also up-regulated by drought stress treatment (Figure 7A). 

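On the probe sets of Table S1, of the named genes raised in OE plants, OsDREB1G fell under drought in WT leaves, the DnaJ gene was 1.97-fold higher, and the other genes did not pass the test. OsDREB1G (LOC_Os02g45450), a factor that binds the dehydration-responsive element, changed from a log2 value of 8.96 ± 0.04 (SD, n = 2 arrays) to 7.68 ± 0.63 (SD, n = 2), a log2 change of -1.27 (standard error 0.25, limma adjusted p = 0.0122). The DnaJ gene (LOC_Os01g42190), a co-chaperone of the heat shock system, went from 10.18 ± 0.09 (SD, n = 2) to 11.16 ± 0.21 (SD, n = 2), a log2 change of 0.98 (standard error 0.19, limma adjusted p = 0.0105), just under 2-fold. OsDREB1C (LOC_Os06g03670) had a log2 change of 0.47 (standard error 0.28, limma adjusted p = 0.256) on the probe set of Table S1. Another probe set that the platform table assigns to DREB1C had 1.09 (standard error 0.28, limma adjusted p = 0.0317), so that the probe sets disagreed in their call. OsDOF7 (LOC_Os02g15350) had 0.31 (limma adjusted p = 0.329), the flavonol sulfotransferase gene (LOC_Os08g14190) 0.28 (adjusted p = 0.409) and the heat shock protein 20 gene (LOC_Os01g04370) -0.68 (adjusted p = 0.269). The OsDOF7 probe set is listed as raised in RNAi plants in Table S2 as well, so its rise was not particular to OE plants. The ERF gene (LOC_Os02g43840) and OsMADS1 (LOC_Os03g11614) had 0.02 and -0.16 (adjusted p = 0.944 and 0.564). For the peroxidase genes LOC_Os07g48010 and LOC_Os07g48020, lowered in RNAi plants in Table S2, the values were -0.21 and -1.39 (adjusted p = 0.838 and 0.109). LOC_Os02g14430, also a peroxidase gene, has a probe set listed as lowered in OE plants in Table S1, at -0.42 (adjusted p = 0.482), and another listed as lowered in RNAi plants in Table S2, at -0.25 (adjusted p = 0.524), both from limma. Mean log2 values were under 5 in both groups for OsDOF7 (2.78 and 3.09), the ERF gene (4.02 and 4.04), OsMADS1 (3.67 and 3.52) and the probe sets of LOC_Os02g14430 (4.11 and 3.68, and 3.68 and 3.43), and the sulfotransferase gene lay at 4.75 and 5.03. At such dim values the lack of a call does not show that a change was absent. OsDREB1G was not called without WT normal replicate 2 (limma adjusted p = 0.0706) or without WT drought replicate 1 (-0.83). The DREB1C probe set with 1.09 was not called without WT normal replicate 2 or either drought array (limma adjusted p = 0.186, 0.109 and 0.131) or in a fit of the WT arrays alone (0.0512). The DnaJ gene was called after quantile normalization (1.02) and without WT drought replicate 1 (1.13), LOC_Os07g48020 without WT drought replicate 2 (-2.28), and the probe set of LOC_Os02g14430 lowered in OE plants without WT normal replicate 1 (-1.11).

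**Figure D3:**
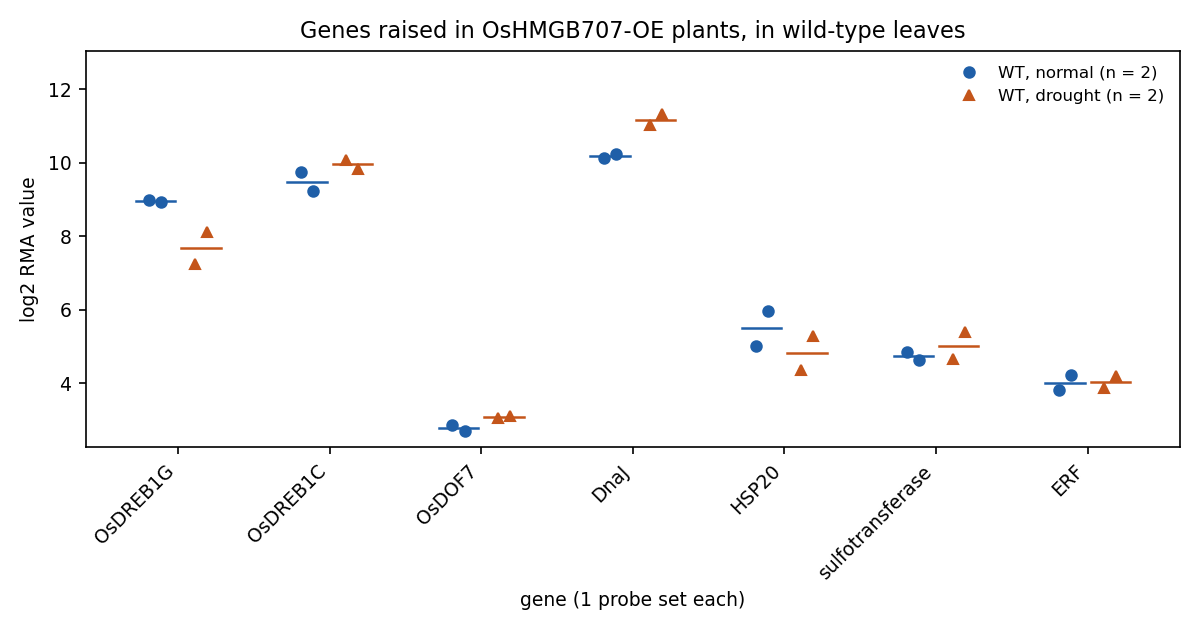
Log2 RMA values (vertical axis) of genes raised in OsHMGB707-OE plants (horizontal axis, 1 probe set each) on the 2 WT normal arrays (circles) and the 2 WT drought arrays (triangles), with a line at each mean. The mean of OsDREB1G lies at 8.96 under normal conditions and at 7.68 under drought.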

Notably, some of these DEGs have been reported to be related to drought and other abiotic stresses. For example, DREB transcription factors play an important role in stress responses (Sakuma et al., 2006a,b). A previous study suggested that *OsDREB1G* and *OsDREB1C* may be involved in cold response in rice (Dubouzet et al., 2003). Heat shock proteins are responsible for protein homeostasis and tolerance to heat, drought, and other abiotic stresses (Jacob et al., 2017; Pulido and Leister, 2018). In plants, flavonol sulfotransferase-mediated sulfate-conjugation reactions play an essential role in plant adaptation to stress (Klein and Papenbrock, 2004).

The yeast one-hybrid test showed that OsHMGB707 directly binds to the promoter of *OsDREB1G* and several other target genes (Figure 8). The binding of OsHMGB707 to the promoter of the stress-related genes potentially enhances their expression enabling the plants to cope with drought stress. In animals and higher plants, HMG protein interacts with specific transcription factors to regulate gene expression (Grasser et al., 2007). For example, the maize HMGB1 protein can interact with DOF transcription factors to regulate tilling in maize seeds (Cavalar et al., 2003; Yamamoto et al., 2006). In this study, several transcription factors (e.g., OsDOF7 and OsDREB1C) were significantly induced in *OsHMGB707* OE plants. Cognizant of this, we speculated that OsHMGB707 might interact with these transcription factors and promote their expression. However, the yeast two-hybrid test indicated that OsHMGB707 does not interact with OsDOF7 and OsDREB1C transcription factors (data not shown). Therefore, the interaction between OsHMGB707 and transcription factors was not investigated further in this study. However, a detailed mechanism for OsHMGB707 in regulating the expression of target genes needs further investigation.

This study identified a novel drought-tolerance HMG gene in rice, *OsHMGB707*. Overall, the results of this study demonstrate that OsHMGB707 localizes in the nucleus where it may enhance the expression of stress-related genes, thereby positively modulating rice drought tolerance.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: the microarray data supporting the results of this article are available in NCBI Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE130821 and GSE64576.

## Author Contributions

KX designed the experiments, performed the yeast assays, subcellular localization, stress treatments, physiological analysis, and wrote the manuscript. SC carried out the gene cloning and vector construction. TL performed the transformation of rice. HZ carried out the gene expression analysis. SY analyzed the microarray data. HL and LL supervised this work and assisted with editing the manuscript. All the authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://biit.cs.ut.ee/clustvis/

# Supplementary material for: Overexpression of OsHMGB707, a High Mobility Group Protein, Enhances Rice Drought Tolerance by Promoting Stress-Related Gene Expression
**Source:** Front Plant Sci. 2021 Aug 5;12:711271. doi: 10.3389/fpls.2021.711271
**Supplement:** Supplementary file 1

**Supplement fig. S1**

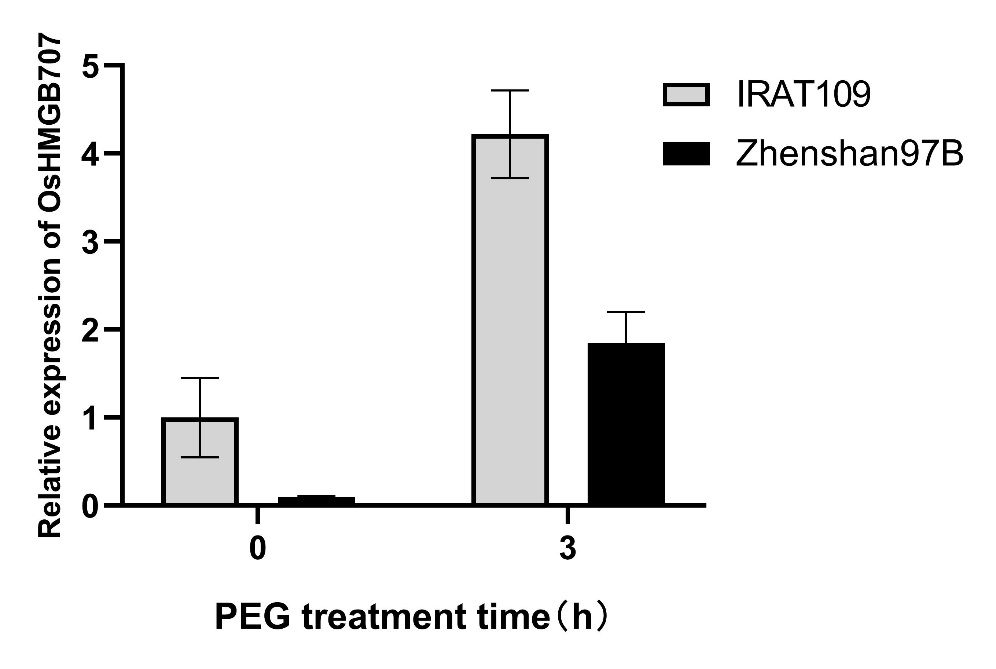

**Supplement Figure S1.** The expression of OsHMGB707 in IRAT109 and Zhenshan97B. The seedings of the two varieties were treated with 15%(m/V) PEG6000, and the leaves were sampled at 0 and 3 hours under PEG treatment. The expression of OsHMGB707 was detected through real-time qPCR. OsACT2 were used to be reference genes. Data represent mean±SE (n=3 biological replicates).

**Supplement fig. S2**

**Supplement Figure S2.** Overexpression of *OsHMGB707* in rice.

(A)The schematic structure of *OsHMGB707* overexpression construct. LB, left border; HPT, Hygromycin phosphotransferase; CaMV 35S, cauliflower mosaic virus 35S promoter; P, promoter; T, terminator; RB, right border. (B)The expression of *OsHMGB707* in overexpression transgenic rice lines detected through real-time qPCR. ZH11, wild type Zhonghua11 plants. OE7-21, *OsHMGB707* overexpression lines. *OsACT2* were used to be reference genes. Data represent mean±SE(n=3).

**Supplement Fig. S3**

**
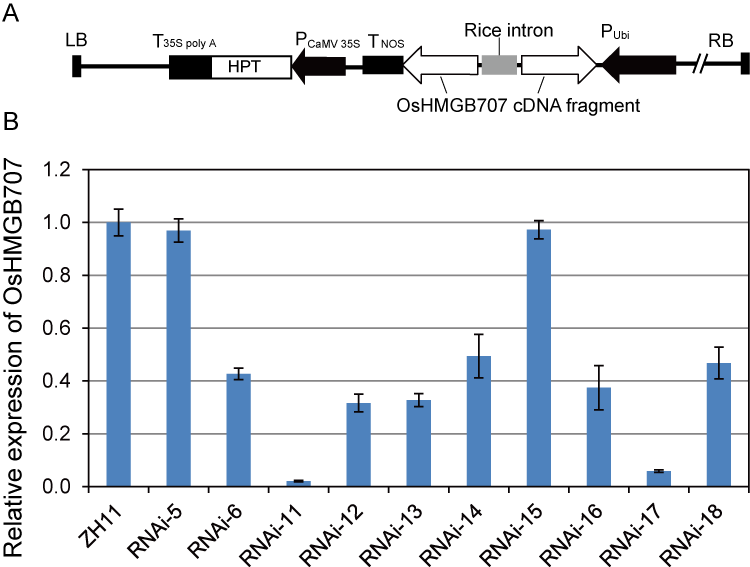
**

**Supplement Figure S3.** Suppression of *OsHMGB707* expression by RNAi.

(A)The schematic structure of *OsHMGB707* RNAi construct. LB, left border; HPT, Hygromycin phosphotransferase; CaMV 35S, cauliflower mosaic virus 35S; P, promoter; T, terminator; Ubi, ubiquitin; RB, right border. (B)The expression of *OsHMGB707* in RNAi transgenic rice lines detected through real-time qPCR. ZH11, wild type Zhonghua11 plants. RNAi5-6,11-18, *OsHMGB707* RNAi lines. *OsACT2* were used to be reference genes. Data represent mean±SE(n=3).

**Supplement Fig. S4**

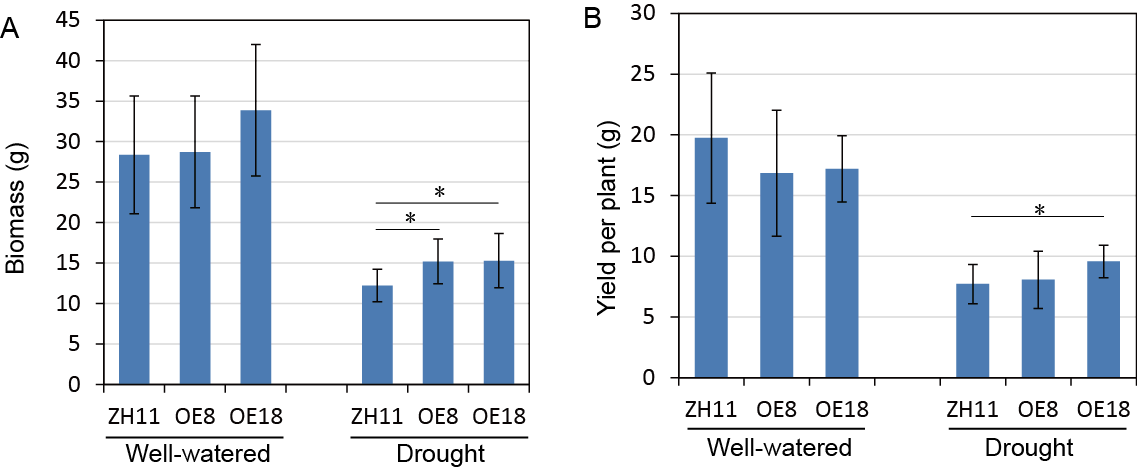

**Supplement Figure S4.** Repeated drought tolerance assessment of OsHMGB707 OE lines and WT rice plants under field conditions in Hainan 2018. (A) Biomass, (B) yield per plant in transgenic lines and WT rice plants. OsHMGB707-overexpression (OE) lines (OE8 and OE18) and WT rice plants (ZH11) were cultivated in the greenhouse, and irrigation was stopped before the heading stage. The water was re-supplied after approximately 30-day drought treatment. Data represents means ±SD (n=5-8), *p < 0.05, student’s t-test.

**Supplement Fig. S5**

**
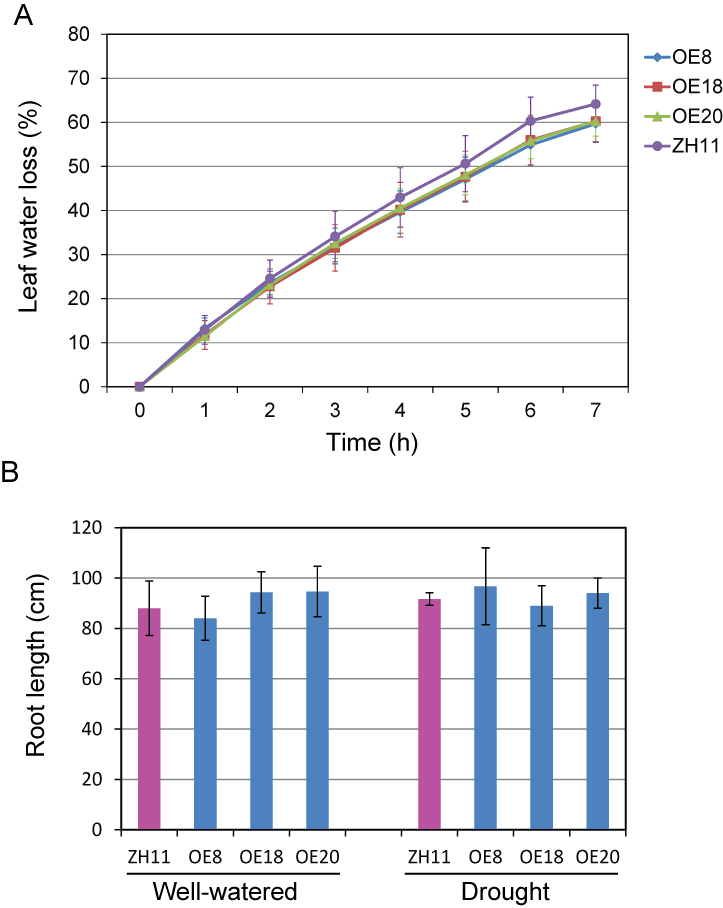
**

**Supplement Figure S5.** The leaf water loss rate (A) and the root length (B) of *OsHMGB707*-overexpressing rice plants. Data represent mean±SE (n=4 or 6).

**Supplement Fig. S6**

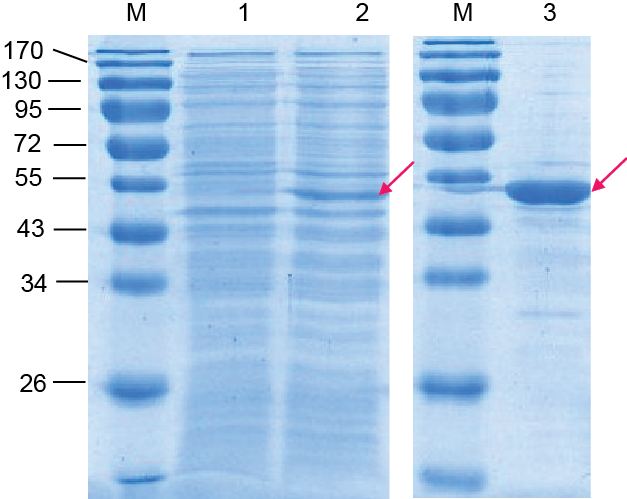

**Supplement Figure S6.** The induced expression and purification of GST-OsHMGB707 fusion proteins indicated by SDS-PAGE. M, protein molecular weight marker. 1, total protein before IPTG induction; 2, total protein after IPTG induction; 3, purified GST-OsHMGB707.

How the deposited data were processed for this re-analysis (not part of the article)

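Leaves of 21-day-old WT (Zhonghua 11) and OsGRAS23 overexpression seedlings, normal and under drought, were measured on 8 Affymetrix rice arrays in 4 groups of 2, with 20 seedlings per array and 6 micrograms of RNA per labelling. The arrays of OsHMGB707-OE and RNAi plants were not analysed here; their changes were taken from Tables S1 and S2 and matched by probe set, all of which were found. The authors deposited log2 values per probe set, made by RMA in Partek 6.5 as the submitters' processing notes name them, with settings not given in the sources used here. The sorted deposited values of the arrays differed by up to 0.413 and by 0.170 at the median, so they did not share a common distribution. No further normalization was applied before the tests. The fold changes and p-values of Tables S1 and S2 are the authors'. They were used to define lists, and the folds of LOC_Os03g02470 are quoted in the additional observations.

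Tests used limma 3.58.1 in R 4.3.3, with 4 residual and 4.85 prior degrees of freedom, and Benjamini-Hochberg adjustment over 57194 probe sets, after 187 array controls were left out. A call needed an adjusted p under 0.05 and a change of at least 2-fold. The number of arrays limits the precision of every value. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for lists and plots. Probe set lists were compared with 10000 random lists matched over 20 bins of the mean of the 4 WT arrays, and gene lists were tested with camera at a preset correlation of 0.01 and at an estimated one. On simulated arrays for the WT drought comparison, 75 of 100 probe sets changed by 1.5 on the log2 scale and 97 of 100 changed by 3 were recovered among 57194, and 6 of 178 calls were unchanged probe sets. In the same simulation, 6 of 200 random lists of 30 probe sets had a camera p under 0.05. Probe sets were simulated independently, so this cannot test camera on lists of correlated genes. In the data the estimated correlation ran from -0.14 (GRAS factors) to 0.69 (LEA proteins and dehydrins).

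The sample mapping, the design, 20 of the 21 gene lists, the rule for named genes and all alternatives were set before the data were examined. Symbol patterns for the lists, and a separate list of heat stress transcription factors, were written once the annotation tables were known but before expression values of the genes were viewed. The lists cover LEA proteins and dehydrins, ABA, DREB and other AP2/ERF factors, NAC, WRKY, heat shock proteins, osmolyte synthesis, photosynthesis and Rubisco, class III peroxidases, aquaporins, expansins and xyloglucan endotransglucosylases, jasmonate and TIFY, cytosolic ribosomal proteins, histones and cell division, root markers, senescence, HMG, GRAS, terpene synthases and cytochrome P450. Members were found by symbol, or by the locus or description that Tables S1 and S2 print. Some members are therefore probe sets listed there as changed in OE or RNAi plants. A gene was represented by its brightest probe set, and probe sets with several genes were left out. The RefSeq table of assembly ASM3414082v1 was used for names only, so no coordinates are given.

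The rule for named genes took the genes the paper names that have a probe set in Table S1 or S2, the largest called changes within each table list, the 10 largest rises and 10 largest falls in WT among called genes, up to 3 rises and 3 falls per gene list, every gene of the lists with a symbol, HMG genes, and up to 5 each way in the OsGRAS23 comparisons. The reference holds no gene descriptions, so genes with a symbol stood in for genes with an informative description. The paper's fold changes in OE and RNAi plants had been seen when the rule was written. The alternatives were a fit of the compared groups alone, quantile normalization, median centring, a filter on dim probe sets, a trended and robust spread, other thresholds, the replicate number as a block, each array left out, leaving out probe sets that can match several transcripts, Fisher's exact test as the background of a list, and the median over the probe sets of a gene.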

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

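The tests on the normalization of the arrays, on the calls without WT normal replicate 2 and on transgenic lines in this part were chosen after the result was seen. The paper does not report on the arrays of the OsGRAS23 overexpression line. In that line, 914 probe sets were higher and 478 lower under drought (limma adjusted p under 0.05 and at least 2-fold). The counts became 252 and 65 without OsGRAS23 OE normal replicate 1, 595 and 247 without OsGRAS23 OE normal replicate 2, and 559 and 123 without OsGRAS23 OE drought replicate 2. Of the probe sets called in WT, 677 were also called higher and 438 lower in that line, against 19.8 and 26.4 for independent lists, and none was called in the opposite direction. The difference between the drought responses of the lines gave 0 calls in limma (lowest adjusted p = 0.394, 3839 probe sets at an unadjusted p under 0.05), so no difference between the lines was shown.

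A reporter control probe set, 1 of 64 on the array, lay between 13.1 and 13.6 on the 4 arrays of the OsGRAS23 line and between 3.53 and 3.88 on the 4 WT arrays, a log2 difference of 9.72, which bears on the labels of the lines; it was singled out after its values were seen. Between the OsGRAS23 line and WT, 11 probe sets were called under normal conditions and 9 under drought. The count under normal conditions became 7 without OsGRAS23 OE normal replicate 1 and 22 without OsGRAS23 OE normal replicate 2. The largest rises among the genes named were those of LOC_Os03g02470 (6.59 under normal conditions and 6.58 under drought), LOC4331398 (5.89 and 5.14), LOC_Os07g06834 (4.93 and 5.25) and LOC_Os03g43100 (4.59 and 4.18). Of the 2 probe sets lower in that line under normal conditions, 1 belonged to LOC_Os06g38340, listed as lowered in RNAi plants, at -3.72 (limma adjusted p = 0.0270), and with single arrays left out the call held only without OsGRAS23 OE normal replicate 2 (adjusted p from 0.00750 to 0.133). It was also lost after quantile normalization (adjusted p = 0.0580) and in a fit of the compared groups alone (0.252). The other, with no gene name here, had -1.84 (limma adjusted p = 0.0350), with an adjusted p from 0.0356 to 0.268 with single arrays left out and of 0.209 in a fit of the compared groups alone.

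LOC_Os03g02470, LOC_Os07g06834 and LOC_Os03g43100, annotated as expressed proteins, are also listed as raised in both OsHMGB707 OE and RNAi plants. In the paper's Table S1 the fold of LOC_Os03g02470 is 273, and in its Table S2 it is also 273, although one line overexpresses OsHMGB707 and the other silences it. Of the 29 probe sets raised in both tables, 7 were at least 2-fold higher in the OsGRAS23 line in both conditions, against 4 of the 159 raised in 1 table, but the 3 genes above are among the 7 and prompted this comparison. Without the probe sets called between that line and WT, 4 of 25 remained, against 4 of 159 (Fisher's exact test, two-sided p = 0.0130). As a hypothesis that rests on few probe sets, lines of different constructs may share a feature, and transformation and the WT seed stock were not told apart. The paper's methods name 1 WT group beside the OE and RNAi plants, so Tables S1 and S2 need not be independent of each other.

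More probe sets were lower than higher under drought in WT, 3153 against 1239, while in the OsGRAS23 line 65.7% of the calls were higher (914 higher and 478 lower). Median centring of the arrays widened the excess in WT, with 78.8% of the calls lower. WT normal replicate 2 stood lowest in correlation with the WT drought arrays (0.947 and 0.948), but 64.2% of the calls were lower without it (691 higher and 1239 lower) and 59.0% after quantile normalization, so neither that array nor the spread left by the normalization is the whole cause of the direction, while the counts also moved with other arrays (2323 and 4900 without WT normal replicate 1, 1991 lower without WT drought replicate 2). The probe sets called lower in WT had a median log2 change of -0.71 in the OsGRAS23 line, which shares no array with them, against -1.28 in WT, a test that bears on the falls and not on their excess over the rises, which that line did not show. Hybridization controls, added to each sample in fixed amounts, were brighter by a median of 1.49 on the WT drought arrays (1.02 without WT normal replicate 2, where their median was 8.39 against 9.34 to 9.56 on the other normal arrays, and 1.09 without WT drought replicate 2) and of 0.63 on those of the OsGRAS23 line, and the other probe sets in their range of brightness had a median change of -0.22, a value outside both ranges set for this test (above 0.5, or between -0.2 and 0.2), and its reading as the opposite of an upward shift was fixed after it was seen. The source of the excess in WT and its size stay open, and neither drought itself nor the rise of the controls, which in WT rests in part on these arrays, was tested as its source.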

How the results depend on the processing

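All alternatives in this part were set beforehand. No single called result reversed, but the balance of calls in the table lists did with single arrays left out. Over all results, 3346 values kept their direction and side of the threshold or, for counts, stayed within 1.5 times. Another 163 became weaker, 24 stronger, and 158 counts moved by over 1.5 times. Several alternatives leave the WT log2 changes as they are, among them the trended spread, the replicate block and the OsGRAS23 arrays left out. These totals thus overstate how far the WT results were tested. With quantile normalization, 5 probe sets raised in OE plants were higher under drought and 6 lower. Among probe sets with a mean log2 value above 5, 7 of those lowered in RNAi plants were called. Between the OsGRAS23 line and WT under normal conditions, 21 were called with a trended and robust spread and 7 without probe sets that can match several transcripts.

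At 2-fold alone, 885 probe sets were lower in the OsGRAS23 line under drought, 333 and 219 differed between the lines under normal conditions and drought, 854 differed in their drought response, and 6 raised in OE plants were higher. At 2-fold and an unadjusted p under 0.05, these counts were 853, 279, 141, 615 and 5. At an adjusted p under 0.05 with no fold threshold, 3676 were higher and 6856 lower in WT, 764 were lower in the OsGRAS23 line, 26 lowered in OE plants were called, and 20 moved in their OE direction. The threshold itself sets these counts; for the other changes the cause was not tested.

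With each array left out in turn, and a lone array assumed to vary like the other groups, counts in WT ran from 691 (without WT normal replicate 2) to 2323 (without WT normal replicate 1) higher and from 1239 to 4900 lower for these arrays. In the OsGRAS23 line they ran from 252 to 912 higher and from 65 to 557 lower, lowest without OsGRAS23 OE normal replicate 1. Between the lines they ran from 7 to 22 under normal conditions. Of the probe sets raised in OE plants 4 to 10 were lower, and of those lowered 3 to 22 were called. For RNAi plants 4 to 27 of the raised and 6 to 14 of the lowered probe sets were called. Calls opposite to RNAi ran from 3 to 30 and those in its direction from 6 to 13, with 3 against 7 without WT normal replicate 2 and 4 against 9 without WT drought replicate 2. Calls in the OE direction ran from 5 to 17 and those opposite from 5 to 18, with 5 against 5 without WT normal replicate 2 and 8 against 8 without WT drought replicate 1, and called list genes from 48 to 109. The lowest and highest counts of calls opposite to RNAi, in the OE direction and in the gene lists came without WT normal replicate 2 and without WT normal replicate 1. Of 97 named probe sets called, 49 were called with every array left out in turn.

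With the replicate number as a block, 1233 probe sets were higher and 3106 lower in WT, and 915 and 440 in the OsGRAS23 line. The probe sets lowered in OE plants were then shifted down in camera with a preset correlation (adjusted p = 0.0447), a call that did not hold with an estimated correlation, where the lowest adjusted p over the lists of Tables S1 and S2 was 0.0920. The 2 probe sets lower in the OsGRAS23 line than in WT under normal conditions were not called with the block (limma adjusted p = 0.0825 and 0.110). Deviations of same-numbered arrays correlated at -0.058 between WT normal and drought and at 0.066 in the OsGRAS23 line, and nothing in the sources used here ties the numbers together. No background level per probe set was used here, so the effect of dim values was checked only with the filter at a mean log2 value of 5, which 47.9% of the probe sets passed.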

Differences from the paper's values

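The numbers of probe sets in Tables S1 and S2 match the paper's text, with 107 and 88 in Table S1 and 110 and 39 in Table S2. The paper names OsDREB1G (LOC_Os02g45450) as the gene shared by the raised genes of OE plants and the lowered genes of RNAi plants. In its tables the shared count was 1 probe set, and its locus is LOC_Os06g03670, which the paper calls OsDREB1C.

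The paper states that part of the named genes raised in OE plants rose under drought. On the probe sets of Table S1 none of OsDREB1G, OsDREB1C, OsDOF7, DnaJ, heat shock protein 20 and the flavonol sulfotransferase was called higher by limma (adjusted p under 0.05 and at least 2-fold). DnaJ, at 0.98 (limma adjusted p = 0.0105), passed at an adjusted p under 0.05 with no fold threshold, and was called after quantile normalization (1.02) and without WT drought replicate 1 (1.13). Another DREB1C probe set was called higher at 1.09, and OsDREB1G was lower at -1.27. The paper's methods give a fold threshold and its text names no test for the arrays. Its text also does not list the genes chosen for Fig. 7A, so that selection was not examined.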

Other observations

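The test of clock genes was chosen after the drought results were seen. Of 30 genes of expansins and xyloglucan endotransglucosylases, which loosen cell walls, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone), with EXLA2 at 1.67, and the list was shifted up in camera (adjusted p = 0.0214), with an adjusted p = 0.418 with an estimated correlation. The preset call was lost without WT normal replicate 1 (adjusted p = 0.119) and without WT drought replicate 1 (0.135). Of 16 terpene synthase genes, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone), with the diterpene synthase gene CPS4 at 1.98, and of 37 cytochrome P450 genes 3 were higher and 5 lower (4 and 5 when adjusted over the list alone). Of 9 NAC factor genes, 2 were higher and 1 lower (2 and 1 when adjusted over the list alone), with NAC068 at 2.19 and NAC2 at -1.39. Of 12 genes of osmolyte synthesis, 1 was higher and 2 lower (1 and 2 when adjusted over the list alone), with the trehalose phosphate phosphatase genes TPP7 and TPP1 at -2.71 and -1.42. Of 8 class III peroxidase genes, 1 was higher and 2 lower (1 and 2 when adjusted over the list alone). The terpene synthase, cytochrome P450 and jasmonate lists held probe sets of Table S1, among them LOC_Os04g27790, Os07g0142100 and LOC_Os02g10120. Their counts are thus not those of a neutral sample of each family. Without WT normal replicate 2, the higher genes became 2 for expansins, 2 for terpene synthases, 0 for cytochrome P450, 1 for NAC factors, 0 for osmolyte synthesis and 0 for peroxidases, and the lower genes became 2 for cytochrome P450 and 0 for expansins, terpene synthases and peroxidases. Without WT drought replicate 1, cytochrome P450 had 1 higher and 1 lower gene, expansins 2 higher and 0 lower, terpene synthases 0 lower, NAC factors 1 higher, and osmolyte synthesis and peroxidases 0 higher. Without WT drought replicate 2, cytochrome P450 had 1 higher and 3 lower genes, terpene synthases 2 higher and 0 lower, and NAC factors 1 higher. Without WT normal replicate 1, osmolyte synthesis had 0 higher. Without probe sets that can match several transcripts, expansins and NAC factors had 0 lower, osmolyte synthesis 1 lower and terpene synthases 2 higher, and after quantile normalization expansins had 0 lower and cytochrome P450 3 lower. Among genes with a mean log2 value above 5, terpene synthases had 2 higher.

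Of 6 WRKY factor genes and 5 genes of senescence and chlorophyll breakdown, 1 each was higher, and of 7 GRAS factor genes and 7 root markers, 1 each was lower, with the same counts when adjusted over each list alone. These were OsWRKY62 at 1.85, SGR at 1.43, OsSCR1 at -1.32 and the root silicon transporter gene Lsi2 at -2.90, and all lost the call without WT normal replicate 2 (limma adjusted p = 0.208, 0.107, 0.0609 and 0.217) and without WT drought replicate 1 (0.0862, 0.0717, 0.0659 and 0.151). Without WT drought replicate 2, OsWRKY62, SGR and Lsi2 also lost it (0.159, 0.0744 and 0.104). Without WT normal replicate 1, 2 WRKY factor genes were higher, and 2 GRAS factor genes and 2 root markers lower, and 2 root markers were lower without either OsGRAS23 normal array or in a fit of the WT arrays alone, and 0 with a trended and robust spread. After quantile normalization 2 WRKY factor genes were higher and 2 GRAS factor genes lower, and 0 GRAS factor genes were lower among those with a mean log2 value above 5. None of 8 genes of photosynthetic light reactions and Rubisco was called by limma (none when adjusted over the list alone, 2 at an unadjusted p under 0.05), and 1 was lower after median centring. The lists of this and the preceding paragraph other than expansins were not called by camera, with adjusted p from 0.0704 for photosynthesis to 0.498 for GRAS and NAC factors. Photosynthesis was called, shifted down, in 7 alternatives, among them without WT normal replicate 2 (adjusted p = 0.0185), terpene synthases and WRKY factors were called after quantile normalization (0.0321 and 0.0247), and terpene synthases also without WT drought replicate 1 (0.0451). With an estimated correlation no gene list was called in any setting run, the lowest adjusted p being 0.353 over all settings, 0.424 without WT normal replicate 2, 0.354 after quantile normalization and 0.500 without WT drought replicate 1. The only gene of the HMG list, LOC_Os04g47690, had a log2 change of -0.33 (standard error 0.16, limma adjusted p = 0.163) in WT. That list does not cover the HMG family that the paper describes in rice. The paper's text gives no locus for OsHMGB707, so whether this gene is OsHMGB707 was not settled.

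Normal leaves were taken before the treatment, so the hour of sampling was tested as an explanation for higher heat shock genes and lower DREB1 genes. Of 7 clock genes, 0 were called in WT by limma, 1 had an adjusted p under 0.05 (PRR1 at -0.80) and 2 an unadjusted p under 0.05. LHY, a morning gene, had a log2 change of 0.06 and GI, an evening gene, 0.01. PRR95, PRR37 and PRR73 changed by -0.56, -0.27 and -0.20 and PCL1 by 0.11, none with a limma adjusted p under 0.05. With 0 of 7 called, no large change of the clock genes was seen. A call needs at least a 2-fold change on 2 arrays per group, so a smaller shift of the hour cannot be excluded. The setting on the filter paper was not tested. The clock list was written after other drought results were known; the values of LHY and GI were seen before the other 5 genes were matched to probe sets.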
